# Transcriptome analysis of *Caenorhabditis elegans* lacking heme peroxidase SKPO-1 reveals an altered response to *Enterococcus faecalis*

**DOI:** 10.1093/g3journal/jkaa055

**Published:** 2020-12-30

**Authors:** Yi Liu, Daniel Martinez-Martinez, Clara L Essmann, Melissa R Cruz, Filipe Cabreiro, Danielle A Garsin

**Keywords:** *Caenorhabditis elegans*, heme peroxidase, immunity, *Enterococcus faecalis*

## Abstract

The nematode *Caenorhabditis elegans* is commonly used as a model organism in studies of the host immune response. The worm encodes twelve peroxidase-cyclooxygenase superfamily members, making it an attractive model in which to study the functions of heme peroxidases. In previous work, loss of one of these peroxidases, SKPO-1 (ShkT-containing peroxidase), rendered *C. elegans* more sensitive to the human, Gram-positive pathogen *Enterococcus faecalis.* SKPO-1 was localized to the hypodermis of the animals where it also affected cuticle development as indicated by a morphological phenotype called “dumpy.” In this work, a better understanding of how loss of *skpo-1* impacts both sensitivity to pathogen as well as cuticle development was sought by subjecting a deletion mutant of *skpo-1* to transcriptome analysis using RNA sequencing following exposure to control (*Escherichia coli*) and pathogenic (*E. faecalis*) feeding conditions. Loss of *skpo-1* caused a general upregulation of genes encoding collagens and other proteins related to cuticle development. On *E. faecalis*, these animals also failed to upregulate guanylyl cyclases that are often involved in environmental sensing. Hoechst straining revealed increased permeability of the cuticle and atomic force microscopy exposed the misalignment of the cuticular annuli and furrows. These findings provide a basis for better understanding of the morphological as well as the pathogen sensitivity phenotypes associated with loss of SKPO-1 function.

## Introduction

The peroxidase-cyclooxygenase superfamily consists of heme-containing peroxidases that are found in all kingdoms of life. Functions for these proteins include roles in the immune response and in tissue development and often involve functional pairing with an NADPH oxidase (Zamocky *et al.* 2008). NADPH oxidases produce reactive oxygen species (ROS) including H_2_O_2_ by either direct or indirect means. Heme peroxidases use H_2_O_2_ in further reactions that can include the generation of more potent oxidants such as HOCl and OSCN^−^ upon reaction with Cl^−^ and SCN^–^, respectively, or the formation of tissue-hardening, di-tyrosine crosslinks between extracellular matrix proteins, or by acting as a catalase to simply reduce H_2_O_2_ to water [Reviewed by Lambeth (2004) and Rada and Leto (2008 )]. Perhaps the best-studied heme peroxidase is myeloperoxidase found in the phagosomes of mammalian innate immune cells such neutrophils, which generates HOCL following the oxidative burst created by the NADPH oxidase, Nox2. However, these proteins can also play a role in barrier defense as exemplified by lactoperoxidase, which generates oxidants in both the respiratory and gastrointestinal mucosae by using the H_2_O_2_ produced by dual oxidases (Lambeth 2004; Rada and Leto 2008).

*Caenorhabditis elegans* is an established model for studying host-pathogen interactions and produces ROS via an NADPH oxidase called BLI-3 following microbial infection (Chávez *et al.* 2009). However, BLI-3 also plays a role in worm development as the source of ROS necessary for cross-linking the collagen proteins to form the outer cuticle (Edens *et al.* 2001). Consistent with its role in cuticle development, BLI-3 is found in the hypodermis of the worm, but is also present in the intestine and in the pharynx (Edens *et al.* 2001; van der Hoeven *et al.* 2015). The NADPH oxidase domain of this dual oxidase generates the H_2_O_2_, whereas the heme peroxidase domain uses the H_2_O_2_ to generate the tyrosine radicals (Edens *et al.* 2001). Interestingly, the BLI-3 peroxidase domain is not the only peroxidase involved in this process. Separate peroxidases, such as MLT-7, also participate in the proper formation of the worm cuticle (Thein *et al.* 2009).

MLT-7 is one of 12 potential heme peroxidases encoded in the *C. elegans* genome (Thein *et al.* 2009; Tiller and Garsin 2014). We previously showed that loss of two other peroxidases, SKPO-1 and HPX-2 increased susceptibility to infection by *E. faecalis* (Tiller and Garsin 2014; Liu *et al.* 2019). Loss of *skpo-1*, but not *hpx-2*, resulted in a morphology phenotype called “dumpy” in addition to the susceptibility phenotype (Tiller and Garsin 2014). Dumpy phenotypes are associated with changes in cuticle structure. Although loss of *hpx-2* did not result in any obvious morphological changes, staining with Hoechst dye indicated that the cuticle was more porous compared to wild-type animals (Liu *et al.* 2019). Therefore, loss of these peroxidases appears to affect cuticle development in addition to increasing pathogen susceptibility (Tiller and Garsin 2014; Liu *et al.* 2019).

Herein, we present transcriptome analysis of the *skpo-*1 loss-of-function mutant in order to understand how gene expression is altered in this genetic background and how these changes might impact its phenotypes in response to both non-pathogenic *E. coli* and pathogenic *E. faecalis* bacterial strains. Our analysis showed that exposure to *E. faecalis* induced a strong transcriptional response in both wild-type N2 and *skpo-1* mutant worms. Yet, a defined transcriptional response dependent on the *skpo-1* genotype was additionally observed. In particular, we saw significant changes in gene expression related to cuticle formation and a failure to upregulate genes encoding neurosensory guanylyl cyclases on *E. faecalis*. Additional functional characterization of the *skpo-1* cuticle defect was performed using Hoechst staining and atomic force microscopy (AFM), a technique recently adapted to *C. elegans* to acquire topographical information under physiological conditions at nanometer resolution (Essmann *et al.* 2017, 2020). Overall, our analysis identified genes and structural features that might underlie *skpo-1* animal’s morphological defects as well as its sensitivity to a human pathogen.

## Materials and methods

### Strains and growth conditions

For general maintenance, *C. elegans* strains were grown at 20°C *E. coli* OP50 (Brenner 1974) that was spotted onto Nematode Growth (NG) agar plates as previously described (Hope 1999). The wild-type parent strain was N2 (Brenner 1974). The *skpo-1* mutant strain was GF89, containing the deletion allele [*skpo-1* (ok1640) II] (Tiller and Garsin 2014). Exposure of *C. elegans* to *E. faecalis* strain OG1RF (Dunny *et al.* 1978), was carried out as originally described (Garsin *et al.* 2001). To generate the plates *E. faecalis* was grown in Brain Heart Infusion (BHI) medium for 5 h and seeded (10 µl) onto BHI agar plates (gentamycin 50 µg/ml) and incubated at 37˚C for 24 h. To synchronize the animals for pathogen exposure followed by RNA extraction, L1 stage worms on starved plates were washed off, filtered through a 10 μm filter (pluriSelect, pluriStrainer 10 μm), harvested by centrifugation, transferred to seeded NG plates, and grown to the L4 stage. To carry out the exposure prior to RNA sequencing, the L4 animals were seeded onto fresh *E. coli* and *E. faecalis* plates and incubated at 25°C for 16 h before RNA extraction.

### RNA sequencing and data analysis

Animals were washed off the plates, and total RNA was immediately prepared using Trizol (Invitrogen) according to the manufacturer’s instructions. 3-4 biological replicates of N2 and the *skpo-1* mutant exposed to either *E. coli* or *E. faecalis* were prepared. Illumina Hiseq 4000 sequencer with 75 nt pair-ended read format was used to conduct the sequencing. The sequencing reads were quality evaluated and adaptor trimmed using FastQC and Trimmomatic v.0.36 (Bolger *et al.* 2014), with a Phred cut-off value of 25. Following this quality analysis, only a very small number of reads were dropped, 0.07–0.12%, resulting in coverage ranging from 12 to 28 million reads/sample. The resulting reads were mapped to the reference transcriptome, version WBcel235 downloaded from http://ensemblgenomes.org, using salmon v.1.2.1 (Patro *et al.* 2017), with options validateMappings and gcBias. Downstream differential expression analysis was performed in R version 3.6.3 using DESeq2 v.1.26.0 (R Core Team 2018), tximport v.1.14.2 and tidyverse v.1.3.0 libraries (Love *et al.* 2014; Soneson *et al.* 2015; R Core Team 2018; Wickham *et al.* 2019), and Venn diagrams were produced using the VennDiagram library v.1.6.20. Log 2-fold change (log2FC) differences between comparisons were shrunken for visualization and analysis with the ‘ashr’ library v. 2.2-47 (Stephens 2016). To control for multiple comparisons, *P*-values were corrected using Benjamini-Hochberg multiple testing correction within the DESeq2 library to generate adjusted *P*-values, also known as *Q*-values. The differential analysis under the different conditions is tabulated in Supplementary Table S1. To compare samples via principal component analysis (PCA), the counts were transformed using the regularized logarithm function within the DESeq2 library to avoid biases due to high variance in the data.

For gene set enrichment analysis, we filtered the genes that had an absolute value of log2FC less than one to extract the features that had a major impact on host phenotype. Transcripts up or downregulated were analyzed separately. Gene set categories were extracted using WormCat, a high quality and manually curated database for *C. elegans* based on GO annotations, using their webserver (Holdorf *et al.* 2020). KEGG pathway enrichment was done with the goseq library v. 1.38.0 (Young *et al.* 2010). Functional annotations resulting from both enrichments were merged, analyzed, and represented in R, filtering categories according to the adjusted *P*-value (*Q*-value) for multiple comparisons. The WormCat enrichment analysis is tabulated in Supplementary Table S2, and KEGG pathways enrichment is tabulated in Supplementary Table S3.

### Hoechst staining

Hoechst staining of *C. elegans* was performed as previously described with the following modifications (Moribe *et al.* 2004). Specifically, animals were exposed to *E. coli* or *E. faecalis* as described in the “Strains and growth conditions” section. The worms were washed off plates with M9 worm buffer (M9W) (Hope 1999) for three washes, and then incubated in M9W containing 50 µg/ml Hoechst 33258 dye (Invitrogen, cat. no. H1398) at room temperature for 30 min followed by three more washes with M9W. The worms were anesthetized with 25 mM Tetramisole hydrochloride (Sigma, cat. no. L9756-5G) for 10 min before imaging. Images were acquired using an Olympus FLUOVIEW FV3000 confocal microscopy equipped with Fluoview FV315-SW software. Z-stack images were acquired using a step size of 0.7 µm and processed using Olympus cellSens Dimension Desktop software. Hoechst-positive worms were scored based on staining of the cell nuclei, indicative of cuticle penetration. Groups of at least 15 animals were tested on each condition and five biological replicates of the experiment were performed.

### Atomic force microscopy

Samples were prepared and imaged using a JPK NanoWizard3 AFM as previously described (Essmann et al 2017). Briefly, worms for measurements were staged to be day 1 young adults by picking 30-40 L4 stage wild-type and *skpo-1* mutants the day before the measurement. 1-day old worms were paralyzed for 1 h in 15 mg/ml 2,3-butanedione monoxime (BDM), fixed to a 4% agarose bed using tissue glue (Dermabond) and imaged under aqueous conditions in M9 buffer in contact imaging mode (set point 0.3 V, scanning speed 0.8-0.6 Hz, 256 pixel) using type qp-CONT-10 (nanosensors) cantilevers. Images were analyzed using the JPK analysis software by applying line flattening, and by extracting data for line histograms which are displayed using the GraphPad program Prism6.

### Brood size

To measure the brood size of the worms, 9 L4 stage worms were singled on NGM plates, allowed to lay eggs and transferred to a new plate each day until no more eggs were produced. The offspring on the plates were counted to calculate brood size.

### Data availability

The raw sequencing data are available from the GEO database under accession number GSE153088. Supplementary Figures S1–S5 and Supplementary Tables S1–S3 are

available at figshare DOI: https://doi.org/10.25387/g3.13143596.

## Results and discussion

### The *skpo-1* genotype alters gene expression on both *E. coli* and *E. faecalis*

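RNA-seq counts were analyzed for 14 libraries from animals exposed from the L4 stage for 16 h at 25 °C. They were N2 on *E. coli* (4 libraries), N2 on *E. faecalis* (3), *skpo-1* on *E. coli* (3) and *skpo-1* on *E. faecalis* (4). The authors trimmed 75-nt paired-end reads, estimated the reads per gene with salmon and tximport against the WBcel235 transcriptome, and rounded these estimated counts to whole numbers. A second table of the authors holds the counts after DESeq2 normalization and was used only as another scaling. The libraries held 17392531 to 33924413 counts (median 24524268.5) in N2 on *E. coli* and 22111065 to 33219494 (29502588) in N2 on *E. faecalis*. Those of *skpo-1* held 15174830 to 36682565 (30369626) on *E. coli* and 15434956 to 29235902 (19528602.5) on *E. faecalis*. Every pair of replicates differed by more than counting noise (chi-square per degree of freedom 7.84 to 422), so each library was counted as 1 replicate. Of 21982 listed genes, 20683 had a count and 15685 passed edgeR's filter on low counts. All 14 libraries were fitted together with TMM scaling, with 1 coefficient per condition. A gene was called changed at an adjusted P below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1. The mutated gene itself (WBGene00009897, II 8400299 to 8404848) had 297 ± 13.2 CPM (counts scaled by library size and TMM factor, mean ± SD) in N2 on *E. coli* (n = 4) and 146 ± 46.4 in N2 on *E. faecalis* (n = 3). In the mutant it had 2.49 ± 0.156 on *E. coli* (n = 3) and 1.83 ± 0.297 on *E. faecalis* (n = 4), and every mutant library lay below every N2 library. The log2 fold change of *skpo-1* against N2 was -6.90 (SE 0.245, adjusted P = 4.44e-10) on *E. coli* and -6.33 (SE 0.215, adjusted P = 2.35e-10) on *E. faecalis* (edgeR's quasi-likelihood test, Benjamini-Hochberg). Within N2 the gene's log2 fold change on *E. faecalis* was -1.03 (SE 0.18, adjusted P = 0.0012, edgeR's quasi-likelihood test, Benjamini-Hochberg), a call lost without N2 on *E. faecalis* replicate 2 (-0.94) or 3 (-0.87). Counts per gene do not show which part of the gene the remaining reads of the mutant came from.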

To understand how exposure to *E. faecalis* and the *skpo-1* genotype contributes to changes in gene expression, we exposed N2 and *skpo-1* mutant animals at the L4 stage to *E. coli* (OP50) or *E. faecalis* (OG1RF) for 16 h prior to RNA extraction for RNA-seq. Gene expression following *E. faecalis* exposure was compared relative to *E. coli* exposure for both N2 and the *skpo-1* mutant animals. Additionally, gene expression based on the *skpo-1* genotype compared to N2 was measured for both *E. faecalis* and *E. coli* exposed worms*.* Gene expression was considered significantly changed when the |log2FC| ≥ 1.0 (twofold) and the adjusted significance (*Q*-value) was *P* < 0.05 (Supplementary Table S1). Principal component analysis (PCA) showed a large separation between the groups on the x-axis based on the bacterial exposure indicating that many genes had differential expression levels when exposed to *E. faecalis* compared to *E. coli* (Supplementary Figure S1). 

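On regularized log counts of the 500 most variable genes, component 1 held 61.3% of the variance, and the bacteria accounted for 95.5% of the variance of its scores. The scores were 9.49 to 23.1 in the 7 libraries on *E. coli* and -19.2 to -10.8 in the 7 on *E. faecalis*. Exact permutation of the bacteria over the 14 libraries gave P = 0.000583 (two-sided), the smallest value that 7 against 7 allow, and 0.00292 after Benjamini-Hochberg adjustment over 10 tests (5 components and 2 labels). With all genes in place of the 500, component 1 held 48.4% of the variance, with the same P.

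**Figure D1:**
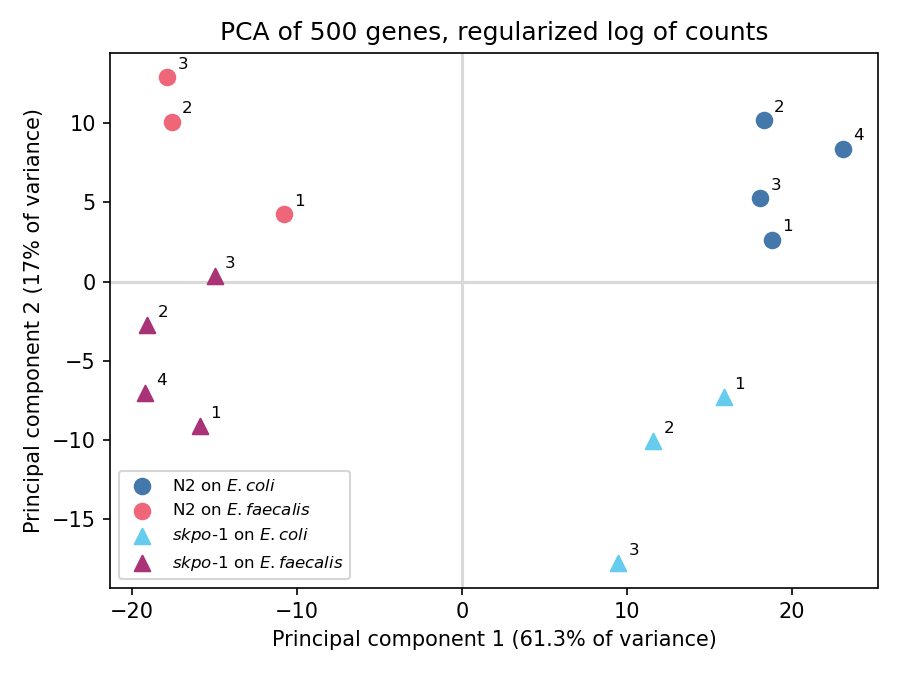
Principal components of the 14 libraries. The x axis is component 1 (61.3% of the variance) and the y axis is component 2 (17%). Each point is 1 library, numbered by replicate, with the group of worms and bacteria shown by its marker. Libraries on *E. coli* lie at positive x values and libraries on *E. faecalis* at negative ones.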

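Component 2 held 17% of the variance and component 3 held 7.97%. Genotype accounted for 74.6% of the variance of the scores on component 2, and the exact permutation test of genotype over the 14 libraries, two-sided, gave an adjusted P of 0.00292 (Benjamini-Hochberg over the same 10 tests). Leaving out 1 library at a time gave unadjusted P of 0.000583 to 0.00291 in that test. With all genes in place of the 500 most variable, genotype did not separate on component 2 (exact P = 0.969).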

The worm genotype, *skpo-1 vs* N2, was the second most important contributor to gene expression differences, as shown by the groupings along the y-axis. The groupings of the genotypes were relatively tight with only some overlap.

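Scores on component 2 ran from 2.64 to 12.9 in the 7 N2 libraries and from -17.8 to 0.326 in the 7 libraries of *skpo-1*. On *E. coli* the ranges were 2.64 to 10.2 in N2 and -17.8 to -7.29 in the mutant. On *E. faecalis* they were 4.25 to 12.9 and -9.15 to 0.326, so the genotypes did not overlap on this component on either bacterium.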

Figure 1A examines the number of genes that were differentially regulated and the direction of change of *E. faecalis* relative to *E. coli* for both the *skpo-1* mutant and N2 animals. As expected, many genes changed their expression, with more striking differences observed in the N2 background, 3209 in comparison to 1201 (Figure 1A and Supplementary Table S1). 

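Of 15685 tested genes, 3651 changed on *E. faecalis* in N2 and 1849 in *skpo-1*, while 7650 and 6006 had an unadjusted P below 0.05. Among changed genes whose libraries did not overlap, the highest fitted changes in N2 were those of Y54G2A.57, *clec-60* and F56A4.5. For *clec-60* the log2 fold change was 9.63 (SE 0.711, adjusted P = 8.03e-07, edgeR's quasi-likelihood test, Benjamini-Hochberg). Y54G2A.57 and F56A4.5 had no counts in N2 on *E. coli* and were at least 148-fold and 120-fold higher on *E. faecalis*, against a floor of 3 counts over the group. Those furthest down were *nhr-74* (at least 93.9-fold), F54D8.10 (at least 25.9-fold) and *grd-4*. In *skpo-1* the genes *clec-45*, *cyp-35A1* and F57G4.1 were at least 825-fold, 79.8-fold and 47.4-fold higher on *E. faecalis*. C30G12.2, F54E4.2 and *nhr-74* had log2 fold changes of -5.83 (adjusted P = 3.47e-09), -5.50 (1.58e-05) and -5.49 (1.42e-05) in *skpo-1* (edgeR's quasi-likelihood test, Benjamini-Hochberg). Such floors, and the count intervals given elsewhere, cover counting error only. At an adjusted P below 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg) the numbers were 2232 in N2 and 794 in *skpo-1*. With only the compared groups in the fit they were 2453 and 2429, so the numbers, though not the lists, were nearly equal in that setting (1035 genes in both). The number in *skpo-1* was 774 without *skpo-1* on *E. coli* replicate 1, 1027 without replicate 2 and 1219 without *skpo-1* on *E. faecalis* replicate 2. In N2 the number stayed between 2456 and 4409 with 1 library left out.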

In respect to the direction of change, the majority of genes were upregulated in both genetic backgrounds (N2, 2650/3209 = 83%; *skpo-1*, 991/1201 = 83%) (Figure 1A). 

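In N2, 3008 of the changed genes (82.4%) were upregulated and 643 downregulated. In *skpo-1* the numbers were 1573 (85.1%) and 276. The 1573 fell to 592 and 830 without *skpo-1* on *E. coli* replicates 1 and 2, and to 1014 and 1047 without *skpo-1* on *E. faecalis* replicates 2 and 4. Scaling by DESeq2's median of ratios in place of TMM gave 1498 upregulated genes in the mutant.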

Overall, the *skpo-1* response to pathogen appeared muted compared to N2. However, the gene expression changes observed in the *skpo-1* mutant were moderately correlated with the wild-type response with an R^2^ = 0.4971 (Supplementary Figure S2A).

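Of the 3651 genes changed in N2, 3510 (96.1%) had the same direction in *skpo-1*, with a median absolute log2 fold change of 1.77 in N2 and 0.98 in *skpo-1*. Of the 1849 changed in *skpo-1*, 1828 (98.9%) had the same direction in N2, with medians of 1.38 in N2 and 1.62 in *skpo-1*. Choosing genes by their call in 1 genotype raises that genotype's median. The difference between the responses was therefore also tested gene by gene, and 0 genes passed (smallest adjusted P = 0.0968, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 1216 (7.75%) at an unadjusted P below 0.05. A Wald test in DESeq2 gave 63 genes for this difference, 61 with shrunken fold changes, and edgeR without the filter on low counts gave 2. Leaving out N2 on *E. faecalis* replicate 1, N2 on *E. coli* replicate 2 or *skpo-1* on *E. coli* replicate 1 gave 24, 1 and 3.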

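Across the 15685 tested genes, the squared correlation between the log2 fold changes of the genotypes was 0.517, and the slope of *skpo-1* on N2 was 0.57. Without the filter on low counts it was 0.266, and with 1 library left out 0.420 to 0.619. Both responses included 1248 genes, where 430 would be expected by chance, with 1029 upregulated in both, 219 downregulated in both and 0 in opposite directions. The number was 603 and 792 without *skpo-1* on *E. coli* replicates 1 and 2.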

**Figure 1:**
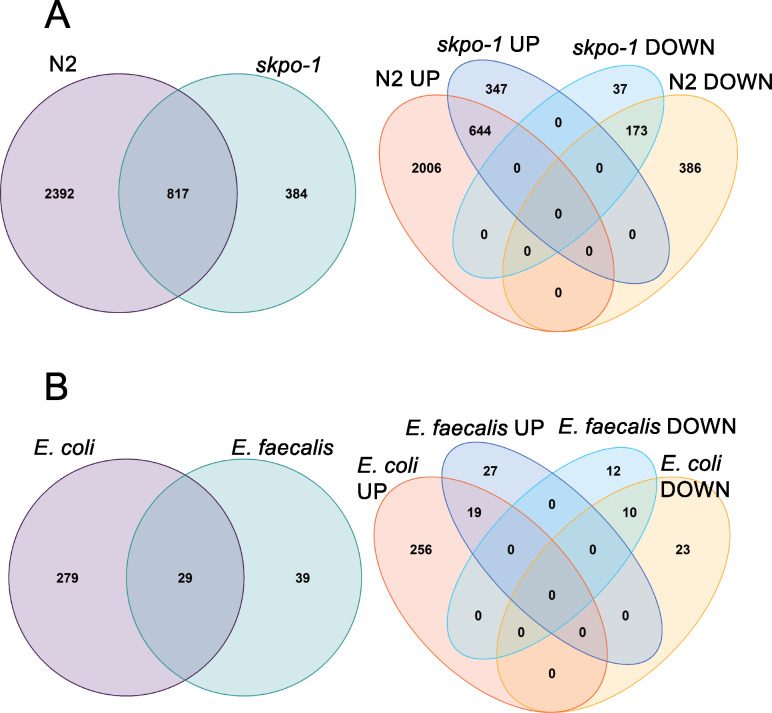
The number of genes with expression changes. (A) The number of genes with significant changes in expression (|log2FC| ≥ 1, *Q* *<* 0.05) in animals exposed to *E. faecalis* relative to those exposed to *E. coli* for N2 and the *skpo-1* mutant. The original data are in Supplementary Table S1. (B) The number of genes with significant changes in expression (|log2FC| ≥ 1, *Q* *<* 0.05) in the *skpo-1* mutant background relative to N2 when exposed *E. coli* and *E. faecalis.* The original data are in Supplementary Table S1.

Next, we examined the number of genes and in which direction expression changed based on the *skpo-1* genotype relative to N2 (Figure 1B) exposed to the two bacterial diets. 

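Between the genotypes, 101 of the tested genes changed on *E. coli* and 17 on *E. faecalis*. Unadjusted P was below 0.05 for 1474 (9.40%) and 1214 (7.74%). Genes were ranked only among changed genes whose libraries did not overlap between the genotypes. The highest fitted change on both bacteria was that of Y75D11A.2, with 10.5 CPM in *skpo-1* on *E. coli* against 0.00969 in N2 (ratio of the counts 1040, 95% interval 187 to 41300, binomial) and at least 213-fold more in *skpo-1* on *E. faecalis*. On *E. coli* it was followed by *ins-8* (at least 16.7-fold) and *dhs-26* (log2 fold change 4.63, SE 0.669, adjusted P = 0.00483, edgeR's quasi-likelihood test, Benjamini-Hochberg). The call of *ins-8* was lost when any library except *skpo-1* on *E. coli* replicate 1 was left out. On *E. faecalis* it was followed by *clec-210* and C08F11.7. The lowest changes besides the mutated gene were F13D2.1 on both bacteria, *gstk-1* on *E. coli* and *ccg-1* on *E. faecalis*. The number on *E. coli* moved from 19 with only the compared groups in the fit to 316 with DESeq2's Wald test, which called 100 of the 101. It was 56, 57 and 53 without N2 on *E. coli* replicates 2, 3 and 4, and 39 and 26 without *skpo-1* on *E. coli* replicates 2 and 3. On *E. faecalis* the number was 10 with only the compared groups and 106 with DESeq2's Wald test. It was 157 and 10 without N2 on *E. faecalis* replicates 1 and 2, 28 without N2 on *E. coli* replicate 2, and 11 without *skpo-1* on *E. faecalis* replicate 2 or *skpo-1* on *E. coli* replicate 2.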

308 and 68 genes were differentially regulated on non-pathogen and pathogen, respectively (Figure 1B and Supplementary Table S1). Somewhat surprisingly, the expression of only 29 genes were affected on both *E. coli* and *E. faecalis* (Figure 1B), with the calculated correlation coefficient of R^2^ = 0.1857 being weak between the two species (Supplementary Figure S2B). 

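On both bacteria 13 genes changed with genotype, all in the same direction, where 0.109 would be expected by chance. Lower in *skpo-1* were F13D2.1 (log2 fold change -6.98 on *E. coli* and -6.50 on *E. faecalis*), the mutated gene, *gstk-1* (-4.04 and -2.54), *ccg-1* (-3.80 and -4.26), *fmo-3* (-3.75 and -2.56), Y75D11A.3 (-2.45 and -2.23) and Y69A2AR.12 (-2.01 and -1.71). Higher were *lro-1* (1.39 and 1.28), *clec-210* (2.42 and 4.33), *pgp-1* (2.47 and 2.78), *clec-169* (3.03 and 2.30), C08F11.7 (3.49 and 2.79) and Y75D11A.2. Across all tested genes the squared correlation of the genotype effects on the bacteria was 0.0174. It was 0.192 with shrunken DESeq2 fold changes and 0.620 over the genes past the thresholds on either bacterium. A Wald test in DESeq2 gave 43 shared genes, the fit of only the compared groups gave 6, and leaving out 1 library gave 9 to 17.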

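On *E. coli*, 89 of the changed genes (88.1%) were upregulated in *skpo-1* and 12 downregulated. The numbers on *E. faecalis* were 10 (58.8%) and 7. The 89 became 45, 49 and 41 without N2 on *E. coli* replicates 2, 3 and 4, and 139, 33 and 20 without *skpo-1* on *E. coli* replicates 1, 2 and 3. The 10 became 93, 4 and 6 without N2 on *E. faecalis* replicates 1, 2 and 3, 18 without N2 on *E. coli* replicate 2, 5 and 6 without *skpo-1* on *E. faecalis* replicates 2 and 3, and 5 without *skpo-1* on *E. coli* replicate 2. In the fit with replicate blocks, 5 of 11 were upregulated on *E. faecalis*.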

Most of the differentially expressed genes were upregulated, 275/308 = 89% on *E. coli* and 46/68 = 68% on *E. faecalis*. Further analysis of these differentially expressed genes and how they might contribute to the *skpo-1* mutant’s phenotypes is detailed next.

### Genes encoding collagen proteins/extracellular material are upregulated in the *skpo-1* mutant or following exposure to *E. faecalis*

To identify functional categories associated with environment and genotype interactions, gene enrichment categories were examined using the WormCat tool (Holdorf *et al.* 2020) for the four different conditions (Figure 2 and Supplementary Table S2). WormCat divides the genes into categories at different levels of refinement, with category 1 encompassing the most general divisions, category 3, the most defined, and category 2, in between (Supplementary Table S2). 

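Cuticle collagens were taken by gene symbol, and 148 of 175 had counts high enough to test. In *skpo-1* against N2 on *E. coli*, 25 were upregulated and 0 downregulated, 113 of 148 had a positive log2 fold change and the median was 1.23. When adjusted over the list alone, 73 passed, although the paper picked this category on the same libraries, so that number is not independent evidence. A one-sided Fisher test of the called genes against all tested genes gave an adjusted P of 1.22e-28 (Benjamini-Hochberg), and camera gave 3.46e-34. Collagen genes vary together between libraries. With limma's fry, which takes their correlation into account, the adjusted P was 0.056 (Benjamini-Hochberg over 85 tests), so the camera call did not hold under fry. It was 0.0446 with median-of-ratios scaling and 0.0367 without *skpo-1* on *E. faecalis* replicate 3, the lowest of 0.0367 to 0.157 with 1 library left out. Members with the smallest adjusted P were *col-49* (log2 fold change 3.42, SE 0.552, adjusted P = 0.00998), *col-63* (3.09, SE 0.5, adjusted P = 0.00998) and *col-138* (3.33, SE 0.546, adjusted P = 0.0111) in edgeR's quasi-likelihood test, Benjamini-Hochberg. Their CPM rose from 2.65 ± 1.12, 3.31 ± 1.27 and 6.58 ± 3.64 in N2 (mean ± SD, n = 4) to 28.6 ± 22.9, 28.5 ± 19.8 and 66.1 ± 53 in *skpo-1* (n = 3). All 3 calls were lost without *skpo-1* on *E. coli* replicate 3. In DESeq2's Wald test 53 collagens were upregulated, and with only the compared groups in edgeR's fit 0.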

Focusing on category 2, which was the most insightful (Figure 2), we observed that on *E. coli* genes belonging to the “extracellular material: collagen” category were the most significantly enriched group of genes that changed as a result of the *skpo-1* mutant background. The result is congruent with the knowledge that SKPO-1 is involved in cuticle development, a structure mostly comprised of cross-linked collagen proteins (Tiller and Garsin 2014). Thus the upregulation of the genes encoding the collagen proteins could be an attempt to compensate for cuticle deficits related to the loss of SKPO-1, which is involved in cross-linking the collagen proteins of the cuticle (Tiller and Garsin 2014).

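The mean over the 148 collagens was 2.86 ± 0.47 log2 CPM (SD, n = 4) in N2 and 4.25 ± 0.60 (n = 3) in *skpo-1* on *E. coli*. All mutant libraries lay above all N2 libraries (exact permutation test, two-sided, P = 0.0286, the smallest value that 4 against 3 allow). Here and below, permutation P values of family means were not adjusted over families and comparisons. The number of upregulated collagens was 6, 16 and 10 without N2 on *E. coli* replicates 2, 3 and 4, and 12 and 0 without *skpo-1* on *E. coli* replicates 2 and 3 (edgeR's quasi-likelihood test). It was also 6 in the fit with replicate blocks. From the enrichment of collagen genes among those upregulated in the mutant, and from the known part of SKPO-1 in cross-linking cuticle collagens, the paper proposes that the mutant may be compensating for cuticle deficits.

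**Figure D2:**
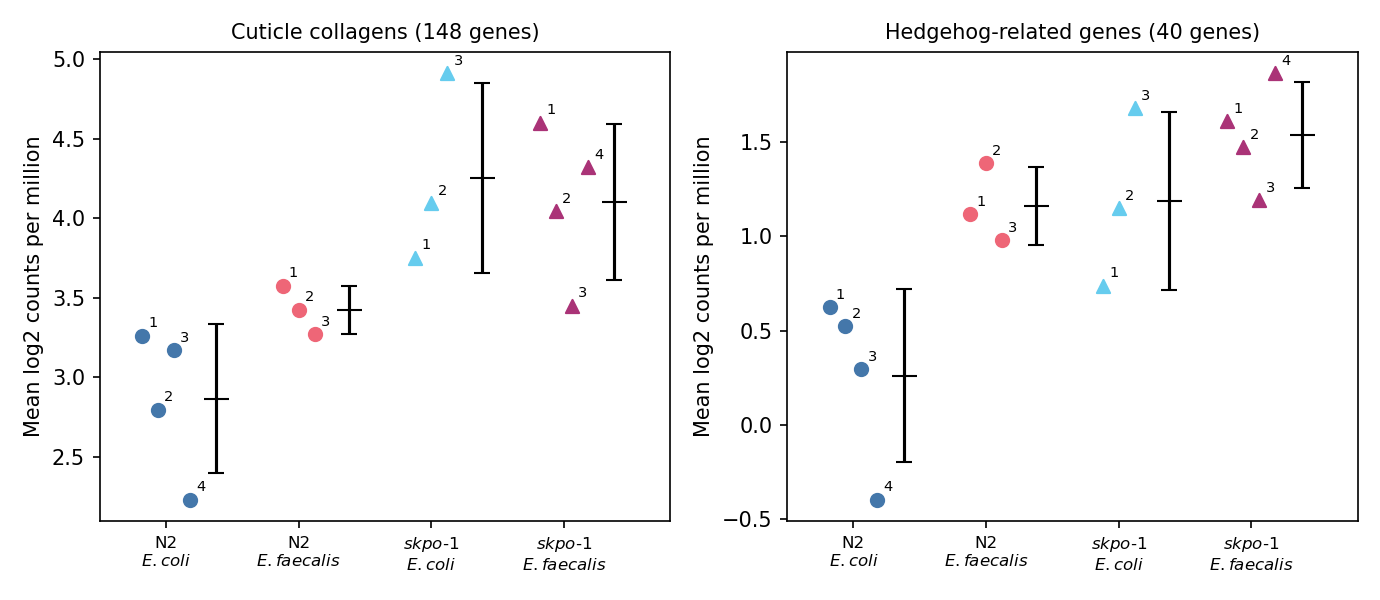
Mean log2 CPM of the tested cuticle collagens (left) and hedgehog-related genes (right) in each group of worms and bacteria (x axis). Each point is 1 library, labelled with its replicate number, and the black bars are the mean ± SD over the 3 or 4 libraries of a group.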

**Figure 2:**
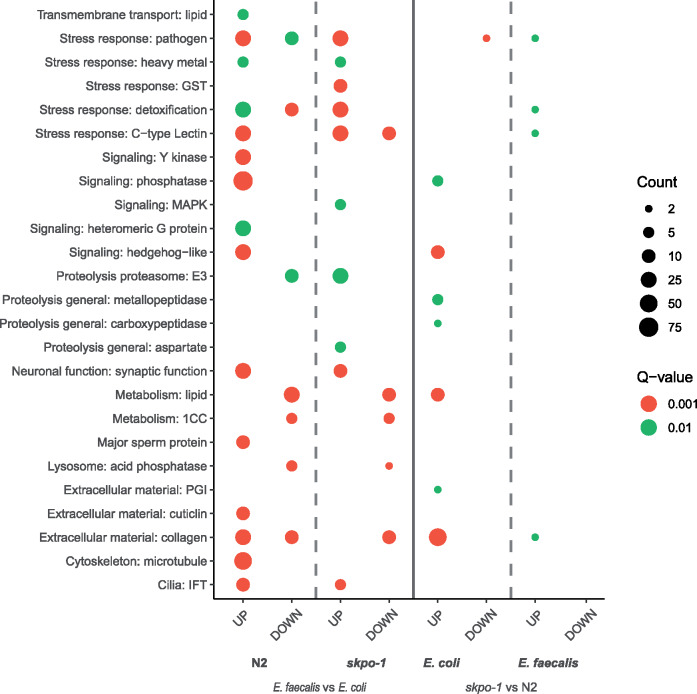
WormCat analysis of genes with significant changes in regulation. Category 2 enrichment annotations are shown for genes that had a |log2FC| ≥ 1 and a *Q* *<* 0.05. The size of the dot represents the number of genes associated with a category. The color represents the strength of the enrichment significance with green indicating a *Q* < 0.01 and red indicating a *Q* < 0.001. The full analysis is in Supplementary Table S2.

Interestingly, this extracellular material WormCat category was much less enriched and significantly changed in the *skpo-1* mutant animals compared to N2 grown on *E. faecalis.* Only 4 genes (group II) were significantly upregulated compared to 65 (group I, II, and III) on *E. coli* (Figure 3). 

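On *E. faecalis*, 0 of the 148 collagens passed edgeR's quasi-likelihood test, Benjamini-Hochberg, in *skpo-1* against N2, while 42 had an unadjusted P below 0.05 and 118 had a positive log2 fold change (median 0.73). The fry P after Benjamini-Hochberg adjustment was 0.254. DESeq2's Wald test upregulated 9, or 7 with shrunken fold changes, and edgeR without N2 on *E. faecalis* replicate 1 upregulated 2. The family mean was 3.42 ± 0.15 log2 CPM (SD, n = 3) in N2 and 4.10 ± 0.49 (n = 4) in *skpo-1* on *E. faecalis* (exact permutation test, two-sided, P = 0.0857).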

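Of the 25 collagens upregulated by the mutation on *E. coli*, 10 were also upregulated by *E. faecalis* in N2, where 5.91 would be expected by chance among the tested collagens, and 15 were not. Both contrasts use the N2 libraries on *E. coli* as control, which alone makes their fold changes correlate. Over the collagens r was 0.411, against a mean of 0.419 (0.151 to 0.613) in 20 simulations with no effect in either contrast. No simulation called a collagen in both contrasts, which decides nothing, since the simulations held no effect to call and let genes vary independently. With separate N2 libraries as control, r averaged 0.366 (0.21 to 0.553) over 6 divisions. Groups without effects, made from the libraries' own deviations so that genes varied together as they do, gave as large an r with separate controls in a share of 0.0975 of 2000 draws.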

The result is likely explained by the fact that many of these genes were also upregulated on *E. faecalis* (Figure 3, group I). If both *E. faecalis* exposure and the *skpo-1* mutant background upregulate the same gene category, the increases in gene expression occurring as a result of these conditions will be cancelled out when differential expression analysis is applied. 

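For the difference between the responses of *skpo-1* and N2 to *E. faecalis*, the median log2 value of the collagens was -0.57, and 113 of 148 were negative. None of the 148 passed edgeR's quasi-likelihood test, Benjamini-Hochberg for this difference, and 14 had an unadjusted P below 0.05. The set's adjusted P was 0.408 (limma's fry, Benjamini-Hochberg).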

The effect can also be observed in that genes in this category are less significantly upregulated in the *skpo-1* mutant background compared to N2 when the animals are exposed to *E. faecalis* (Figure 3, compare the N2 column to the *skpo-1* column). 

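In N2, 100 of the 148 collagens had a positive log2 fold change on *E. faecalis*, with a median of 0.74 (adjusted P = 0.514, limma's fry, Benjamini-Hochberg). In *skpo-1*, 69 were positive and the median was -0.15 (adjusted P = 0.729). The exact permutation test on the family means, two-sided, gave P = 0.114 in N2 (4 against 3 libraries) and P = 0.714 in *skpo-1* (3 against 4). The difference in N2 was 0.56, or 0.35 without N2 on *E. coli* replicate 4. In *skpo-1* it was -0.15, and it was 0.07 and -0.32 without *skpo-1* on *E. faecalis* replicates 3 and 1, and -0.40, -0.23 and 0.18 without *skpo-1* on *E. coli* replicates 1, 2 and 3.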

Only 27 genes (group IV and V) are upregulated in the *skpo-1* mutant compared to 84 in the N2 background (group I, IV and VI). 

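On *E. faecalis*, 35 collagens were upregulated and 26 downregulated in N2, and 9 were upregulated and 26 downregulated in *skpo-1*. When adjusted over the list alone, 35 and 10 passed as upregulated. Fisher tests, one-sided, gave adjusted P of 0.393 in N2 and 1 in *skpo-1* for upregulated collagens and of 1.27e-08 and 5.97e-17 for downregulated ones (Benjamini-Hochberg). All 9 were also upregulated in N2. Of the 35, 31 had a positive value in *skpo-1*, with a median log2 fold change of 1.96 in N2 and 0.88 in *skpo-1*. Members with the smallest adjusted P in N2 were *col-43* (log2 fold change -2.95, SE 0.308, adjusted P = 2.42e-05), *col-65* (2.97, SE 0.433, adjusted P = 0.000384) and *col-93* (-3.34, SE 0.549, adjusted P = 0.000818) in edgeR's quasi-likelihood test, Benjamini-Hochberg. The 35 became 18 and 22 without N2 on *E. faecalis* replicates 2 and 3. The 9 became 5 without N2 on *E. faecalis* replicate 2 or 3, 14 without N2 on *E. coli* replicate 2 or 4, 2, 3 and 3 without *skpo-1* on *E. faecalis* replicates 2, 3 and 4, and 2, 3 and 5 without *skpo-1* on *E. coli* replicates 1, 2 and 3. At an adjusted P below 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg) they became 16 and 2.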

Genes encoding extracellular matrix proteins such as collagens were also noted to be enriched upon exposure to *E. faecalis* OG1RF in earlier studies, and overall, many of the same categories were affected when these previous data sets were analyzed using WormCat (Supplementary Figure S3, A and B) (Engelmann *et al.* 2011; Liu *et al.* 2019). There was not as much overlap when a different strain of *E. faecalis* was used, MMH594, which unlike OG1RF produces a cytolysin and might kill by a more toxin-mediated mechanism (Supplementary Figure S3C) (Yuen and Ausubel 2018).

**Figure 3:**
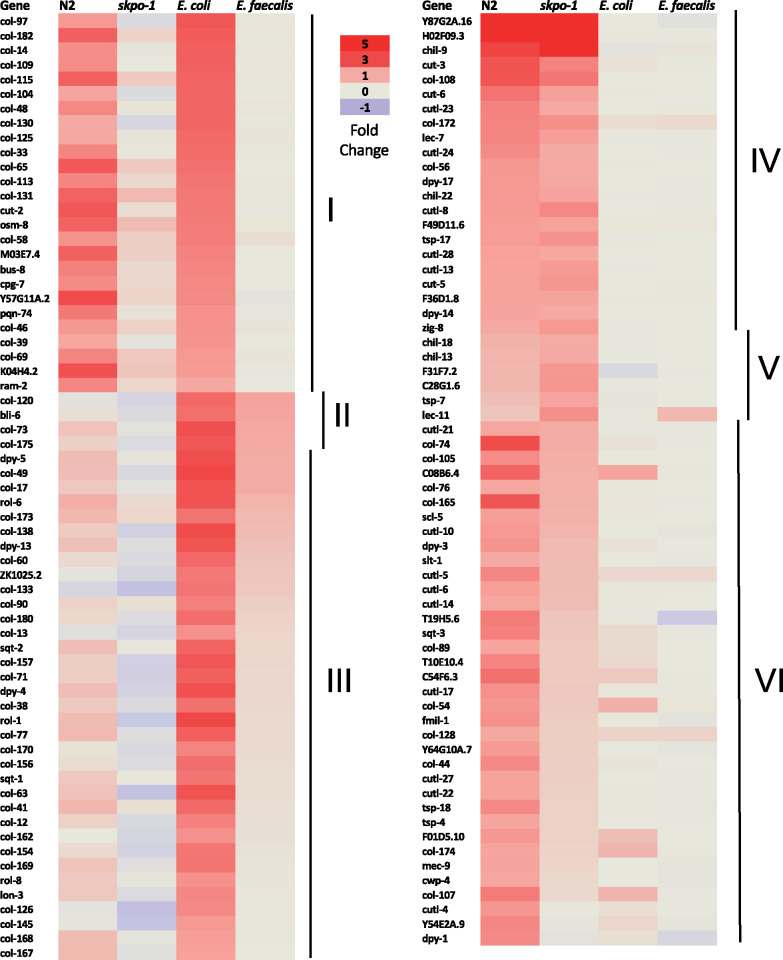
Heat map of genes encoding extracellular matrix proteins that changed significantly in at least one condition. The values of the genes in the extracellular material category that changed significantly (|log2FC| ≥ 1, *Q* *<* 0.05). The first two columns are the changes based on *E. faecalis* exposure relative to *E. coli* for N2 and *skpo-1* mutant animals. The third and fourth column are the changes in the *skpo-1* mutant animals relative to the N2 animals on *E. coli* and *E. faecalis*, respectively*.* Lines labeled with Roman numerals encompass groups of genes with the following features. I) Genes upregulated in N2 animals on *E. faecalis* relative to *E. coli* and in *skpo-1* mutant animals relative to N2 on *E. coli.* II) Genes upregulated in *skpo-1* mutant animals relative to N2 on *E. coli* and *E. faecalis.* III) Genes only upregulated in *skpo-1* mutant animals relative to N2 on *E. coli.* IV) Genes upregulated in N2 and *skpo-1* mutant animals on *E. faecalis* relative to *E. coli.* V) Genes upregulated only in *skpo-1* mutant animals on *E. faecalis* relative to *E. coli.* VI) Genes upregulated only in N2 animals on *E. faecalis* relative to *E. coli.*

### Genes encoding hedgehog-like proteins are upregulated in *skpo-1* mutant animals or following exposure to *E. faecalis*

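Hedgehog-related genes were taken by symbol (warthog, groundhog, ground-like, hog and quahog), and 40 of 59 were tested. In *skpo-1* against N2 on *E. coli*, 30 of 40 had a positive log2 fold change and the median was 0.69. The Fisher test of called genes, one-sided, gave an adjusted P of 0.0098 (Benjamini-Hochberg). The camera value of 2.92e-07 did not hold under fry, where the adjusted P was 0.154 (limma, Benjamini-Hochberg). The family mean was 0.26 ± 0.46 log2 CPM (SD, n = 4) in N2 and 1.19 ± 0.47 (n = 3) in *skpo-1* on *E. coli* (exact permutation test, two-sided, P = 0.0286).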

Another significantly enriched category belongs to the hedgehog-like signaling factors (Supplementary Figure S4). 

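Of the 40 tested hedgehog-related genes, 3 were upregulated in *skpo-1* on *E. coli* and 0 downregulated, with 17 at an unadjusted P below 0.05. Adjusted over the list alone, 13 passed. The called genes were *grl-16* (log2 fold change 3.11, SE 0.586, adjusted P = 0.0231), *wrt-4* (3.23, SE 0.615, adjusted P = 0.0234) and *wrt-8* (3.29, SE 0.666, adjusted P = 0.0343) in edgeR's quasi-likelihood test, Benjamini-Hochberg. DESeq2's Wald test upregulated 9, the fit of only the compared groups 0 and the fit with replicate blocks 0. The 3 became 0, 1 and 0 without N2 on *E. coli* replicates 2, 3 and 4, and 8, 0 and 0 without *skpo-1* on *E. coli* replicates 1, 2 and 3. On *E. faecalis*, 0 of 40 passed edgeR's quasi-likelihood test, 5 had an unadjusted P below 0.05, 31 had a positive value (median 0.46), and DESeq2's Wald test upregulated 1.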

12 genes in this category were upregulated in the *skpo-1* mutant background relative to N2 on *E. coli*, but none on *E. faecalis* (Supplementary Figure S4, groups I and III). 

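In N2, 17 hedgehog-related genes were upregulated on *E. faecalis* and 4 downregulated, with a median log2 fold change of 1.25 over the family. Adjusted over the list alone, 18 passed as upregulated. The family mean rose from 0.26 to 1.16 ± 0.21 log2 CPM (SD, n = 3, exact permutation test, two-sided, P = 0.0286), and the adjusted P of the set was 0.118 (limma's fry, Benjamini-Hochberg). Members with the smallest adjusted P were *grd-4* (log2 fold change -5.41, SE 0.576, adjusted P = 2.98e-05), *grd-3* (-2.0, SE 0.282, adjusted P = 0.000303) and *grl-14* (2.74, SE 0.389, adjusted P = 0.000318) in edgeR's quasi-likelihood test, Benjamini-Hochberg. The 17 became 9 without N2 on *E. faecalis* replicate 2.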

N2 exposure to *E. faecalis* also altered the expression of these genes, with 25 being upregulated when N2 was exposed (Supplementary Figure S4, groups I, IV and VI). 

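In *skpo-1*, 7 hedgehog-related genes were upregulated on *E. faecalis* and 2 downregulated (median log2 fold change 0.28, adjusted P = 0.388, limma's fry, Benjamini-Hochberg). Of the 7, 6 were also upregulated in N2. The 17 genes upregulated in N2 had a median of 1.83 in N2 and 1.00 in *skpo-1*, where 13 were positive. The 7 became 4 without *skpo-1* on *E. faecalis* replicate 4 and 3 without *skpo-1* on *E. coli* replicate 1 or 2. In the difference between the responses the family's median was -0.34 (adjusted P = 0.512, limma's fry, Benjamini-Hochberg). In *skpo-1* the family mean was 1.54 ± 0.28 log2 CPM (SD, n = 4) on *E. faecalis* (exact permutation test, two-sided, P = 0.286 against *E. coli*). That rise of 0.35 was 0.12 and 0.59 without *skpo-1* on *E. coli* replicates 1 and 3.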

Similar to the expression pattern of the collagen genes, fewer were upregulated when the *skpo-1* mutant was exposed *E. faecalis* relative to *E. coli* (8 genes, Supplementary Figure S4, group IV and V). Hedgehog signaling is a key developmental pathway in Drosophila and mammals, contributing critically to patterning of the embryo, limb buds and organs. However, its role has considerably diverged in *C. elegans*, and it does not play such a central role in development (Bürglin and Kuwabara 2006). Rather, most of the *C. elegans* hedgehog-related genes are expressed in the hypodermis and other epithelial cells and the proteins are frequently secreted into extracellular matrices such as the cuticle. Related to their expression in the hypodermis, knock-down of many of these genes results in molting defects and or defects in the embryogenesis of the hypodermis (Bürglin and Kuwabara 2006; Lažetić and Fay 2017). Possibly, SKPO-1 regulates cuticle homeostasis through regulation of Hedgehog signaling gene expression.

### Exposure to *E. faecalis* increases cuticle permeability

A recent study discovered that *Pseudomonas aeruginosa* damages the *C. elegans* cuticle. By electron microscopy, the cuticle was observed to be more wrinkled and thinner following exposure to this pathogen. Additionally, knock-down of some genes encoding collagens increased susceptibility to *P. aeruginosa* (Sellegounder *et al.* 2019). Interestingly, some strains of *E. faecalis* were recently shown to have collagen-degrading activity dependent on two extracellular proteases, GelE (gelatinase) and SprE (serine protease) (Shogan *et al.* 2015). The strain used in this study, OG1RF, produces these proteases, and mutants lacking these genes are attenuated in the worm model (Sifri *et al.* 2002). Based on these previous studies and our current RNA-seq data, we postulated that exposure to *E. faecalis* may damage these barrier tissues.

To address this question, we examined how permeable the nematodes were to the Hoechst dye that stains nuclei. When a population of N2 animals, feeding on *E. coli*, were exposed to the dye, only about 20% had stained nuclei (Figure 4, A and B). As observed previously, most of the staining occurred near the heads of the animals, as a result of nuclear staining in both hypodermal and pharyngeal cells nuclei (Figure 4A) (Liu *et al.* 2019). Recall that the hypodermal cells are the “skin” under the outer cuticle, but that cuticle material also lines the inner surface of the pharynx (Albertson and Thomson 1976). Notably, the overall staining of N2 animals following a 16-h exposure to *E. faecalis* or *E. coli*, was roughly 80% compared to 20%, respectively (Figure 4B). Occasionally, hypodermal nuclei along the body additionally absorbed the stain, as quantified in Figure 4C. If just counting staining along the body there was an increase to 45% on *E. faecalis* from 6% on *E. coli* (Figure 4C). These data suggest that the cuticle became more permeable following *E. faecalis* exposure. We propose that exposure to *E. faecalis* damages the *C. elegans* cuticle and that the observed increase in expression of the hedgehog-like signaling genes and the extracellular matrix genes may represent an attempt to rebuild cuticular material that is under assault.

**Figure 4:**
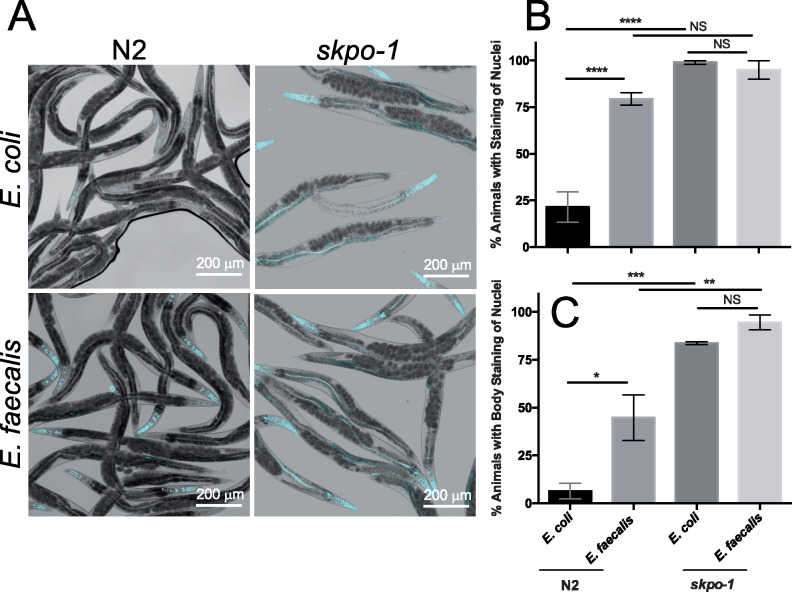
Hoechst staining of nuclei increases as a result of *E. faecalis* exposure and the *skpo-1* genotype. (A) Hoechst staining of nuclei indicative of cuticle permeability in N2 and *skpo-1* mutant animals following exposure to *E. coli* or *E. faecalis.* The representative images are merged pictures taken with bright field and a DAPI/Hoechst emission filter. (B) Quantification of the percentage of animals with evidence of Hoechst nuclear staining anywhere and (C) in the main body of the worm. Error bars represent the SEM, and groups were compared using 2-way Anova. Data are from 5 biological replicates with an *N* ≥ 15, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, NS, not significant.

### Loss of the *skpo-1* gene results in increased cuticle permeability and irregular annuli and furrow structure

Consistent with the observed misregulation of genes involved in cuticle development, we previously observed that *skpo-1* mutant animals have a dumpy phenotype of incomplete penetrance, causing the animals to be small and misshapen (Tiller and Garsin 2014). Dumpy phenotypes are associated with defects in cuticle biogenesis. To see if this results in a cuticle more penetrant to Hoechst dye, we exposed *skpo-1* mutant animals to the dye following feeding on both *E. coli* and *E. faecalis.* Almost all the *skpo-1* mutants had stained nuclei compared to about 20% of the N2 animals fed *E. coli.* Exposure to *E. faecalis* did not further increase the overall staining (Figure 4, A and B). As mentioned above, most of the Hoechst staining occurs near the heads of the animals, with less evidence of cuticle penetration along the main length of the body. However, when just the body was scored (Figure 4C), 80–90% of *skpo-1* mutants exhibited staining independent of bacterial exposure, unlike N2 in which 6% were positive on *E. coli* and 45% on *E. faecalis*.

To further study the nature of the *skpo-1* mutant’s cuticular defect, we used atomic force microscopy (AFM), to more closely examine the topography of the major surface structures (Allen *et al.* 2015; Essmann *et al.* 2017). Typical structures of the cuticle include the alae, three parallel ridges along the length of the worm on either side of the body, and a series of regularly separated annuli and furrows running perpendicular to the alae. Imaging the cuticle of wild-type and *skpo-1* mutants by AFM, it was observed that the annuli and furrows were irregularly spaced in the *skpo-1* mutants compared to N2 (Figure 5). To illustrate this, 4 different animals of each genotype were imaged and line histograms, similar to a cross section, were generated from these images. The line histograms generated from the *skpo-1* mutant animals were highly irregular compared to N2 consistent with a malformed cuticle (Figure 5). Although N2 wild-type worms have very regular +/- 2 µm wide annuli interspaced by parallel-oriented furrows, the *skpo-1* mutant animals have furrows that deviate to the left or right rather than running in parallel lines. Consistent with their dumpy phenotype, the average of the maximum range depth between the annuli and the furrows measured for *skpo-1* mutant animals was 2.07-fold greater than N2 animals (Figure 5, right panel). Although our sample size was small, the results indicate that the *skpo-1* mutant’s cuticle is malformed, in agreement with the Hoechst dye experiment and the observed *dpy* phenotype.

**Figure 5:**
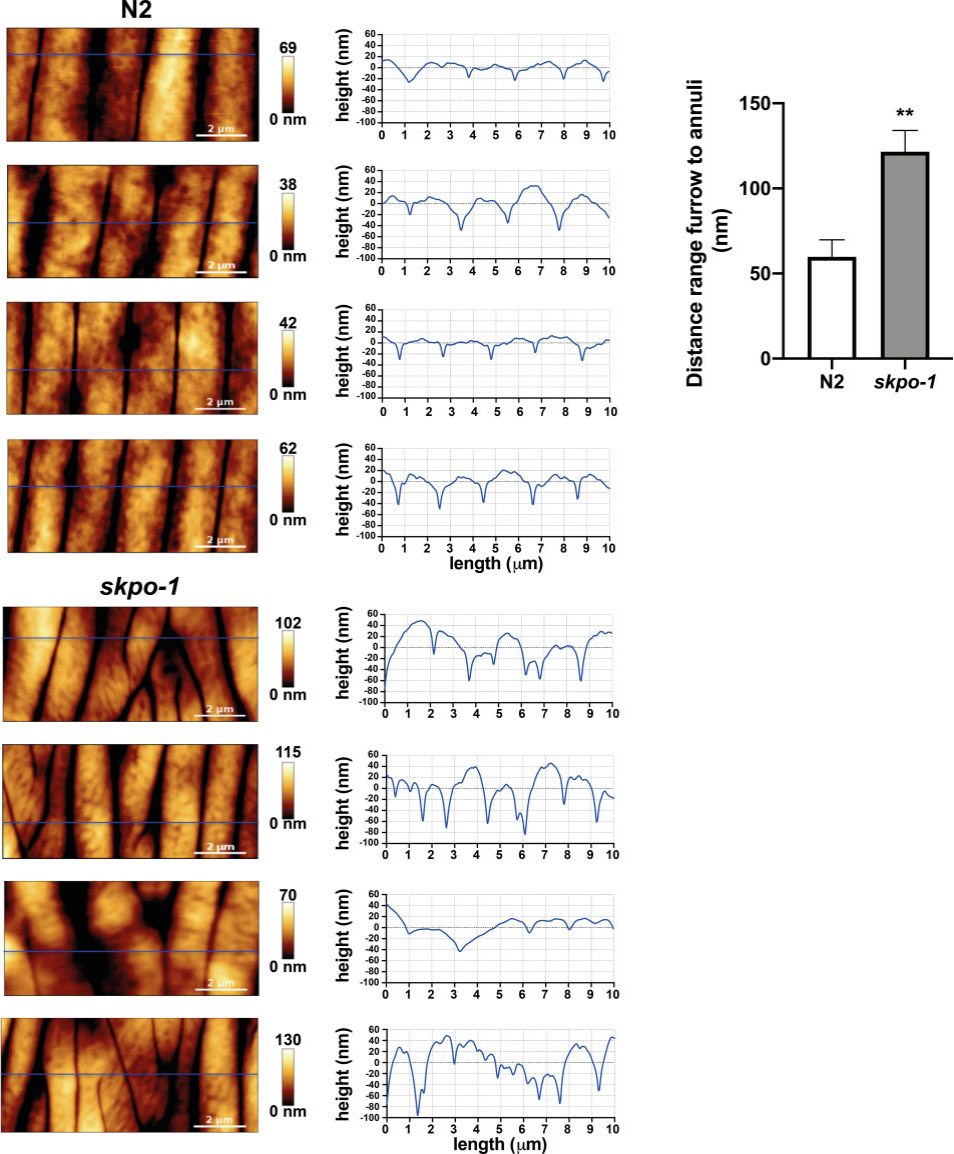
AFM topography images of N2 and *skpo-1* mutant animals. AFM topography images are presented on the left and line histograms on the right of representative AFM analyses of N2 and *skpo-1* mutant animals. These images were taken as cross sections across the cuticle in the neck region of the worms. The dark areas are the furrows that lie in between the lighter, raised regions that are the annuli. Four N2 and *skpo-1* mutant animals were analyzed, and the minimum to maximum distance of the furrow to annuli was taken from each histogram to calculate cuticle depth difference between genotypes in the right panel. A two-tailed, unpaired t-test measured the significance of the difference as *P* = 0.0085. The error bars represent the SEM.

Interestingly, *C. elegans* mutants with cuticle defects have previously been reported as having altered stress responses. Specifically, severe disruption of furrows, such as occurs in *dpy-7* and *dpy-10* mutants, were correlated with the activation of the transcription factors SKN-1, ELT-3 and STA-2 to upregulate genes encoding glutathione-S-transferases, *gpdh-1*, and antimicrobial peptides such as *nlp-29*, respectively (Dodd *et al.* 2018). These genes, however, were not upregulated in the *skpo-1* mutant (Supplementary Table S1). Furthermore, the enrichment analysis indicated only subtle changes in the expression of genes in the stress response categories (Figure 2 and Supplementary Table S2). 

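Glutathione S-transferases were taken by symbol, which left out *gstk-1*. That gene's log2 fold change in *skpo-1* was -4.04 on *E. coli* and -2.54 on *E. faecalis*. Both passed (adjusted P = 9.88e-05 and 0.00292, edgeR's quasi-likelihood test, Benjamini-Hochberg). Of the 40 tested members, 0 were upregulated and 1 was downregulated in *skpo-1* on *E. coli* (median log2 fold change -0.36, adjusted P = 0.404, limma's fry, Benjamini-Hochberg). The lower family mean of *skpo-1* there rested on N2 on *E. coli* replicate 2, at 2.14 log2 CPM. The other N2 libraries had 1.12 to 1.34, and those of *skpo-1* had 1.17 to 1.31. On *E. faecalis*, 0 of the 40 changed, 6 had an unadjusted P below 0.05, 31 of 40 values were positive and the median was 0.25 (adjusted P = 0.251, limma's fry, Benjamini-Hochberg). The mean of these genes was higher in all 4 libraries of *skpo-1* than in all 3 of N2 on *E. faecalis* (exact permutation test, two-sided, unadjusted P = 0.0286). For *gpdh-1* the log2 fold change was 0.10 on *E. coli* (SE 0.4, adjusted P = 0.955, edgeR's quasi-likelihood test, Benjamini-Hochberg) and -0.04 on *E. faecalis* (SE 0.385, adjusted P = 0.987), with signs that changed when single libraries were left out. For *nlp-29* it was -0.22 (SE 0.291, adjusted P = 0.862) on *E. coli* and -0.16 (SE 0.282, adjusted P = 0.903) on *E. faecalis* (edgeR's quasi-likelihood test, Benjamini-Hochberg). Of 15 antimicrobial nlp and cnc peptides 0 changed, with 4 and 3 at an unadjusted P below 0.05 on *E. coli* and *E. faecalis*. Adjusted over the list alone, 2 passed on *E. coli*. Their mean on *E. faecalis* was 2.55 ± 0.31 log2 CPM (SD, n = 4) in *skpo-1* and 2.04 ± 0.08 (n = 3) in N2, with all mutant libraries above all N2 libraries (exact permutation test, two-sided, P = 0.0286), while the set's adjusted P was 0.388 (limma's fry, Benjamini-Hochberg). The highest on *E. coli* were *nlp-34* (log2 fold change 1.94, adjusted P = 0.0971, edgeR's quasi-likelihood test, Benjamini-Hochberg) and *cnc-6* (ratio of the counts 9.23, 95% interval 2.76 to 48.3, binomial). Transcripts of *elt-3*, *sta-2* and *skn-1* changed by log2 values of -0.20, -0.03 and 0.24 on *E. coli*.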

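Among stress-related gene families taken by symbol, which are not WormCat categories, 2 of 123 C-type lectins changed in *skpo-1* on *E. coli* and 3 on *E. faecalis*. Those on *E. coli* were *clec-169* (log2 fold change 3.03, SE 0.384, adjusted P = 0.00149) and *clec-210* (2.42, SE 0.391, adjusted P = 0.00998) in edgeR's quasi-likelihood test, Benjamini-Hochberg. The call of *clec-210* was lost without *skpo-1* on *E. coli* replicate 2 (2.28). In the responses to *E. faecalis*, 41 and 32 lectins were upregulated in N2 and *skpo-1*, and 12 and 11 downregulated. The lectin set's adjusted P was 0.0261 in N2 and 0.0216 in *skpo-1* (limma's fry, Benjamini-Hochberg), with median log2 fold changes of 0.45 and 0.61.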

With the caveat that these strains were not compared side-by-side, it appears that the *skpo-1* mutant animals have a different and less severe cuticle irregularity compared to the *dpy-7* and *dpy-10* mutants. In a previous AFM study, the *dpy-7* and *dpy-10* mutants displayed a cuticular defect that manifested itself as a net-like structure on the surface of the animals rather than clearly visible rows of annuli and furrows (Essmann *et al.* 2017). In contrast the *skpo-1* mutant animals still had discernable annuli, but these features failed to lineup in parallel rows due to the irregularity of the furrows (Figure 5).

### Genes associated with spermatogenesis are upregulated in N2, but not in *skpo-1* mutant animals following exposure to *E. faecalis*

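Of the genes of these classes labelled in Figure 6, 6 were followed by name, with the colors of that figure seen beforehand. In N2 on *E. faecalis* the log2 fold changes were 2.83 for *gsp-3* (SE 0.471, adjusted P = 0.000891), 2.49 for *gsp-4* (SE 0.491, adjusted P = 0.0022) and 2.91 for *pph-2* (SE 0.686, adjusted P = 0.00566) in edgeR's quasi-likelihood test, Benjamini-Hochberg. They were 2.66 for *frk-1* (adjusted P = 0.00841), 2.80 for *kin-24* (adjusted P = 0.0054) and 1.51 for *ptp-1* (adjusted P = 0.000213) in edgeR's quasi-likelihood test, Benjamini-Hochberg. In *skpo-1* the values were 0.63, 0.53, 0.57, 0.67, 1.24 and 0.73 in the same order, and 0 of 6 were called. The smallest adjusted P there was that of *ptp-1* (0.0266, edgeR's quasi-likelihood test, Benjamini-Hochberg), below the fold threshold. The call of *frk-1* in N2 was lost without N2 on *E. faecalis* replicate 3 (1.81), and *kin-24* was called in *skpo-1* without *skpo-1* on *E. coli* replicate 3 (2.32). For the difference between the responses the values were -2.20, -1.96, -2.33, -2.0, -1.55 and -0.78, with adjusted P of 0.44 to 0.665 (edgeR's quasi-likelihood test, Benjamini-Hochberg), so no gene was shown to respond differently.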

We found that certain categories of signaling genes were upregulated only in N2, but not in *skpo-1* mutant animals, when exposed to *E. faecalis.* Categories displaying this pattern of expression, included tyrosine kinases, phosphatases and heteromeric G proteins (Figure 2 and Supplementary Table S2). This expression pattern is distinct from the one belonging to hedgehog-like signaling components, which were found to be upregulated in two conditions—N2 exposed to *E. faecalis* and by deletion of *skpo-1* in non-pathogenic conditions.

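Of the tested hedgehog-related genes, 2 were upregulated in both of these conditions, 15 in N2 on *E. faecalis* alone and 1 by the mutation on *E. coli* alone. Of 25 tested patched-related genes, 7 were upregulated on *E. faecalis* in N2 (median log2 fold change 0.63, adjusted P = 0.0423, limma's fry, Benjamini-Hochberg). In *skpo-1* 0 changed on *E. faecalis*, with 5 at an unadjusted P below 0.05 and a median of 0.22.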

To understand the roles of the phosphatase and kinase encoding genes upregulated in N2 animals, but not *skpo-1* animals, on *E. faecalis* (Figure 6 and Supplementary Table S2), we looked at the genes’ expression patterns and phenotypes using WormBase as a resource (Harris *et al.* 2019). A consistent association with expression in the sperm was found for the majority of the genes in these classifications based on a previous microarray analysis in which the global profile of germline gene expression was analyzed in *C. elegans* (Reinke *et al.* 2000). The enrichment of phosphatases and kinases in sperm is thought to arise from reliance on post-translational mechanisms in sperm development (Reinke *et al.* 2000). Additionally, major sperm protein (MSP) was another WormCat category highly upregulated in N2, but not *skpo-1* mutant animals exposed to *E. faecalis* (Figures 2 and 6, and Supplementary Table S2). 

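Of 31 major sperm protein genes taken by symbol, 28 were tested. In N2 on *E. faecalis*, 25 were upregulated and 0 downregulated, 28 had a positive log2 fold change, the median was 1.64, and 27 passed when adjusted over the list alone. The set's adjusted P was 0.093 (limma's fry, Benjamini-Hochberg), against 8.22e-14 in the one-sided Fisher test of called genes. In *skpo-1*, 0 of 28 passed edgeR's quasi-likelihood test, Benjamini-Hochberg, 1 had an unadjusted P below 0.05, 18 were positive and the median was 0.06. The 25 genes had a median of 1.65 in N2 and 0.08 in *skpo-1*. The family mean rose in N2 from 1.72 ± 0.34 log2 CPM (SD, n = 4) on *E. coli* to 3.21 ± 0.72 (n = 3) on *E. faecalis* (exact permutation test, two-sided, P = 0.0286). It was 2.59 ± 0.87 (n = 3) and 2.66 ± 0.73 (n = 4) in *skpo-1* (same exact permutation test, P = 0.886). That difference of 0.07 rested on single libraries. It was 0.43 without *skpo-1* on *E. faecalis* replicate 3 and 0.56 and -0.29 without *skpo-1* on *E. coli* replicates 3 and 2, and between -0.08 and 0.01 without *skpo-1* on *E. faecalis* replicates 1, 2 or 4 or *skpo-1* on *E. coli* replicate 1. The 25 became 4 without N2 on *E. faecalis* replicate 3, and 12 at an adjusted P below 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg). For the difference between the responses, 28 of 28 values were negative (median -1.57), 0 passed, 19 had an unadjusted P below 0.05, the fry P after Benjamini-Hochberg adjustment was 0.254, and the camera value of 4.61e-12 did not hold under fry. On *E. coli* the mutant's 28 values were all positive (median 1.00, adjusted P = 0.388, limma's fry, Benjamini-Hochberg). Copies of these genes are nearly identical and the reads cannot all be assigned to 1 copy, so the values of *msp-10* (log2 fold change 2.07), *msp-38* (1.69) and *msp-78* (1.78) in N2 are uncertain as single genes.

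**Figure D3:**
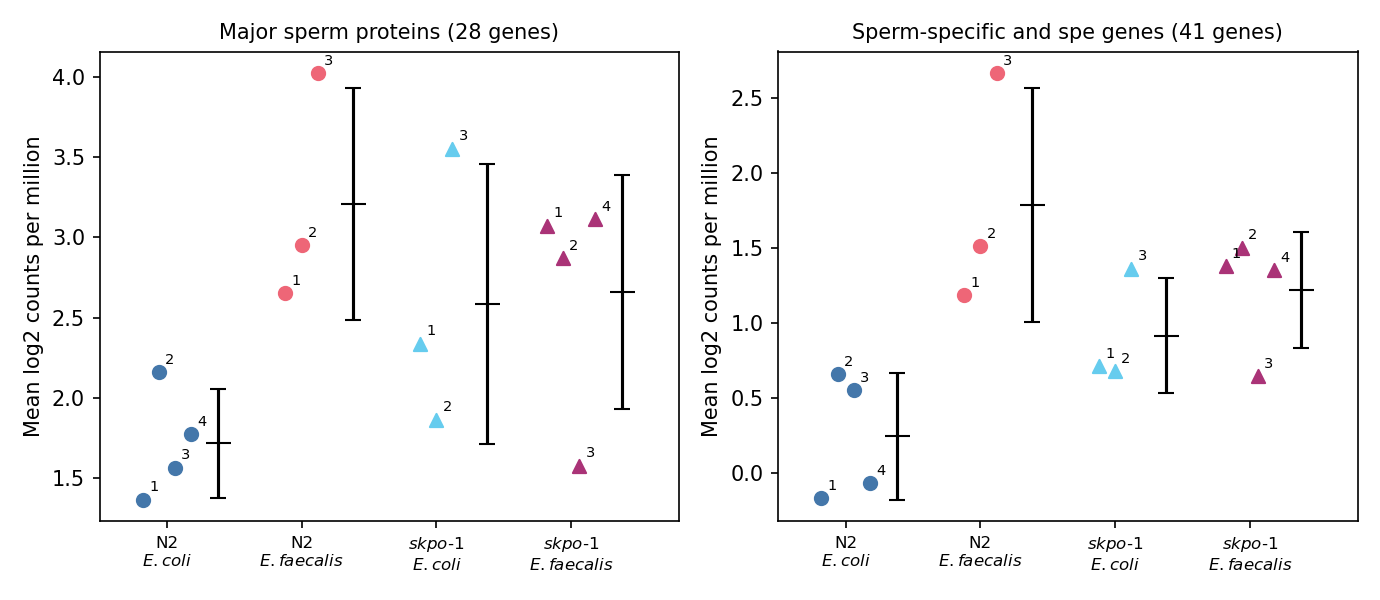
Mean log2 CPM of the tested major sperm protein genes (left) and of the sperm-specific and *spe* genes (right) in each group of worms and bacteria (x axis). Each point is 1 library, labelled with its replicate number, and the black bars are the mean ± SD over the 3 or 4 libraries of a group.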

*C. elegans* sperm resembles amoeboid cells, but instead of using the actin cytoskeleton for motility, the assembly and disassembly of MSP filaments is used (Smith 2006). In addition to these categories of sperm enriched proteins, we observed types such as those associated with sperm-specific (SS) classes and spermatogenesis (SPE) being upregulated in a similar pattern (Supplementary Table S1) (L’Hernault 2006).

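Of 41 tested sperm-specific and spe genes, 30 were upregulated in N2 on *E. faecalis* and 0 downregulated (median log2 fold change 1.93, adjusted P = 0.0332, limma's fry, Benjamini-Hochberg), and 33 passed when adjusted over the list alone. In *skpo-1*, 0 passed edgeR's quasi-likelihood test, 5 had an unadjusted P below 0.05 and the median was 0.41. The 30 genes had a median of 2.05 in N2 and 0.47 in *skpo-1*, where 25 were positive. The smallest adjusted P were those of *spe-18* (log2 fold change 3.13, SE 0.509, adjusted P = 0.000791), *ssp-16* (3.50, SE 0.626, adjusted P = 0.00133) and *spe-8* (3.57, SE 0.735, adjusted P = 0.00278) in edgeR's quasi-likelihood test, Benjamini-Hochberg. The family mean was 0.24 ± 0.42 log2 CPM (SD, n = 4) and 1.79 ± 0.78 (n = 3) in N2 and 0.92 ± 0.39 (n = 3) and 1.22 ± 0.39 (n = 4) in *skpo-1*, each on *E. coli* and *E. faecalis*. For the difference between the responses the median was -1.43, 36 of 41 values were negative and 18 had an unadjusted P below 0.05 (adjusted P = 0.189 for the set, limma's fry, Benjamini-Hochberg).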

**Figure 6:**
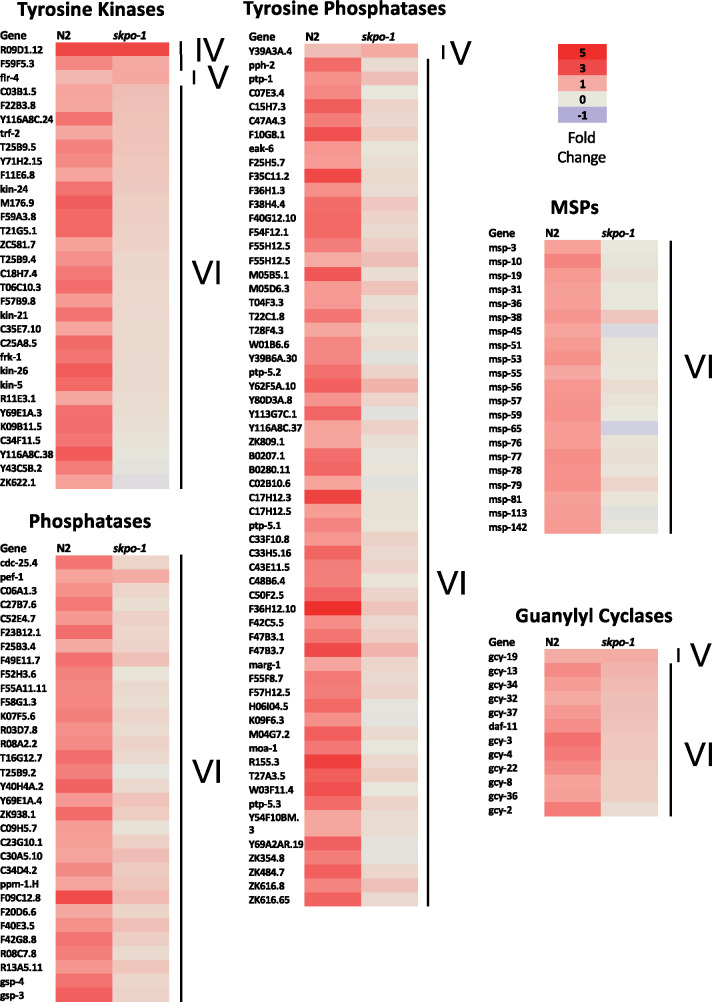
Genes significantly upregulated in N2, but not *skpo-1* mutant, animals when exposed to *E. faecalis.* The values of the genes in the tyrosine kinase, phosphatase, tyrosine phosphatase, major sperm protein and guanylyl cyclase WormCat categories that changed significantly (|log2FC| ≥ 1, *Q* *<* 0.05) following *E. faecalis* exposure relative to *E. coli* for N2 and *skpo-1* mutant animals. Lines labeled with Roman numerals encompass the same groups as originally described in Figure 3. IV) Genes upregulated in N2 and *skpo-1* mutant animals on *E. faecalis* relative to *E. coli.* V) Genes upregulated only in *skpo-1* mutant animals on *E. faecalis* relative to *E. coli.* VI) Genes upregulated only in N2 animals on *E. faecalis* relative to *E. coli.*

Why were proteins upregulated in sperm development enriched in the *E. faecalis* exposed population and only in the N2 background? It is known that *E. faecalis* does not support the development of the younger larval stages, which is why pathogen susceptibility is only assessed starting at the L4 or adult stages (Garsin *et al.* 2001). In this analysis, L4 animals were exposed to *E. faecalis* or *E. coli* for 16 h before RNA extraction. L4 is the stage at which the animals undergo sperm development. Oocytes are produced later during the adult stage (L’Hernault 2006). Although L4 animals are observed to reach adulthood on *E. faecalis* and lay eggs (Garsin *et al.* 2001), we speculate that the process is slowed, and when compared to animals with continual exposure to *E. coli*, they are at an earlier stage of germline development. 

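A list of 17 yolk, eggshell, oocyte and adult genes was followed as markers of age. On *E. faecalis*, 4 were downregulated and 0 upregulated in N2, 16 of 17 values were negative and the median log2 fold change was -0.60 (adjusted P = 0.15, limma's fry, Benjamini-Hochberg). In *skpo-1*, 4 were downregulated, all 17 values were negative and the median was -0.61 (adjusted P = 0.154). The mean of the markers changed by -1.09 in N2 (exact permutation test, two-sided, 3 against 4 libraries, P = 0.0857) and by -1.08 in *skpo-1* (P = 0.0286 in the same exact test). Without N2 on *E. coli* replicate 2 the change in N2 was -1.45, and all libraries on *E. faecalis* lay below all on *E. coli*. Between the genotypes on *E. coli* the median was 0.19, 15 values were positive and 0 had an unadjusted P below 0.05. Of 12 molting genes, 4 were upregulated on *E. faecalis* in N2 (median 0.84, adjusted P = 0.101, limma's fry, Benjamini-Hochberg) and 0 in *skpo-1* (median 0.50, 3 at an unadjusted P below 0.05). In *skpo-1* against N2 on *E. coli* all 12 molting genes had positive values (median 0.86), 0 passed, 5 had an unadjusted P below 0.05 and 4 passed when adjusted over the list alone.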

Similar patterns of sperm-enriched gene expression on *E. faecalis* were observed in previous studies that also used L4 animals (Supplementary Figure S3, A and B) (Engelmann *et al.* 2011; Liu *et al.* 2019), but not in one that began the exposure at the adult stage (Supplementary Figure S3C) (Yuen and Ausubel 2018). As to why the pattern was not observed in the *skpo-1* mutant, we speculate that this is the result of a brood size defect (Supplementary Figure S5), which if arising from less germline cells being produced would obscure this expression pattern. Of note, in our previous study of the *hpx-2* mutant, which has a normal brood size, the pattern of sperm enriched genes being upregulated on *E. faecalis* was also apparent (Liu *et al.* 2019).

### A third of the guanylyl cyclase are upregulated in N2, but not in *skpo-1* mutant animals following exposure to *E. faecalis.*

*C. elegans* guanylyl cyclases are frequently expressed in the neurons and are often involved in sensory processing, including gustation, thermosensation, olfaction, phototransduction, and pathogen sensing (Styer *et al.* 2008; Maruyama 2017). *C. elegans* encodes 34 guanylyl cyclases (Maruyama 2017), 11 of which were upregulated in N2 in response to *E. faecalis*, whereas only one was upregulated in the *skpo-1* mutant background (Figure 6 and Supplementary Table S2). 

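By symbol 33 guanylyl cyclase genes were found, of which 25 were tested. In N2 on *E. faecalis*, 15 were upregulated and 0 downregulated, and all 25 values were positive (median log2 fold change 1.38, adjusted P = 0.000911, limma's fry, Benjamini-Hochberg). In *skpo-1*, 4 were upregulated and 0 downregulated, and 22 values were positive (median 0.75, adjusted P = 0.0222). Adjusted over the list alone, 16 and 7 passed. Of the 15, 3 were also upregulated in *skpo-1*, and all 15 had positive values there, with medians of 1.68 in N2 and 1.02 in *skpo-1*. The smallest adjusted P in N2 was that of *gcy-29* (log2 fold change 3.12, SE 0.406, adjusted P = 0.000167, edgeR's quasi-likelihood test, Benjamini-Hochberg), and in *skpo-1* its value was 2.90 (SE 0.429, adjusted P = 0.000609). The other 3 in *skpo-1* were *gcy-33* (1.13, SE 0.312, adjusted P = 0.0232), *gcy-19* (1.64, SE 0.493, adjusted P = 0.0323) and *gcy-21* (1.02, SE 0.318, adjusted P = 0.038) in edgeR's quasi-likelihood test, Benjamini-Hochberg. For *gcy-4*, with few counts, the ratio of the counts was 11.3 (95% interval 3.55 to 57.7, binomial) in N2 and 4.56 (1.33 to 24.2) in *skpo-1*. The family mean rose from -0.27 ± 0.11 log2 CPM (SD, n = 4) to 0.93 ± 0.24 (n = 3) in N2 and from -0.15 ± 0.20 (n = 3) to 0.55 ± 0.21 (n = 4) in *skpo-1* (exact permutation tests, two-sided, P = 0.0286 each).

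**Figure D4:**
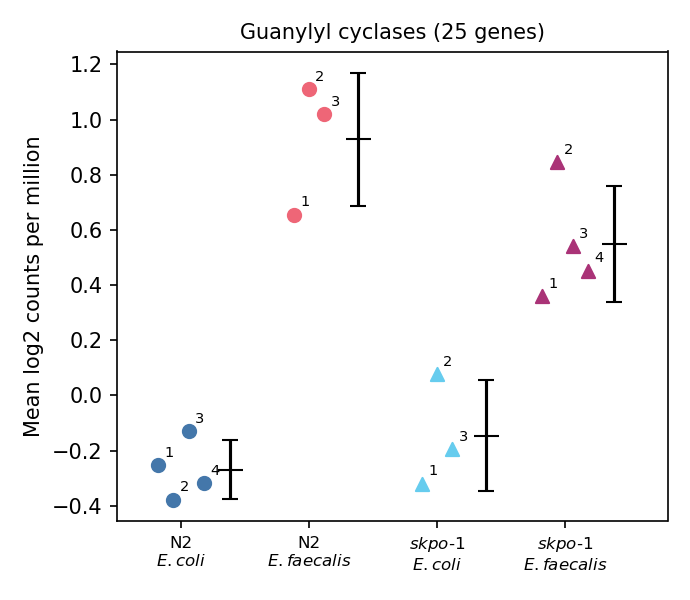
Mean log2 CPM of the tested guanylyl cyclase genes in each group of worms and bacteria (x axis). Each point is 1 library, labelled with its replicate number, and the black bars are the mean ± SD over the 3 or 4 libraries of a group.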

Guanylyl cyclases convert GTP into cGMP, an important secondary messenger. Interestingly, guanylyl cyclases sometimes function in signaling pathways with G-protein coupled receptors (GPCRs) (Marazziti *et al.* 2009), which in *C. elegans* are associated with pathogen sensing and modulation of the immune response (Styer *et al.* 2008; Hoffman and Aballay 2019). In fact, the GPCR, NPR-8, was recently shown to specifically modulate resistance to *P. aeruginosa* through its effects on cuticle gene expression (Sellegounder *et al.* 2019). In an area ripe for future investigation, we postulate that the guanylyl cylases upregulated in N2 animals in response on *E. faecalis* may be involved sensing or responding to pathogen, whereas the *skpo-1* mutant animals are deficient.

## Conclusions and future directions

Overall, this study examined the transcriptome of *C. elegans* with a loss-of-function mutation in *skpo-1*. 

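Cuticlins, which are extracellular cuticle proteins other than collagens, were tested for 29 of 35 genes. Between the genotypes 0 passed edgeR's quasi-likelihood test, Benjamini-Hochberg, on either bacterium, with 1 at an unadjusted P below 0.05 on each. The median log2 fold change was 0.19 on *E. coli* and 0.19 on *E. faecalis*, and 1 passed on *E. coli* when adjusted over the list alone.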

Consistent with previous knowledge that cuticle formation is abnormal in this mutant, genes encoding extracellular material such as collagen were found to be aberrantly upregulated compared to wild type. Additionally, many of the hedgehog-like genes, with phenotypes and expression patterns linking them to roles in the hypodermis and the extracellular matrix, were also significantly upregulated. 

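Of the 25 patched-related genes, 1 was upregulated in *skpo-1* on *E. coli* and 24 had positive log2 fold changes (median 0.38, adjusted P = 0.124, limma's fry, Benjamini-Hochberg). It was *ptr-18* (1.55, SE 0.301, adjusted P = 0.0271, edgeR's quasi-likelihood test, Benjamini-Hochberg), followed by *ptr-3* (1.53, adjusted P = 0.0618). The call of *ptr-18* was lost without N2 on *E. coli* replicate 2, 3 or 4 or *skpo-1* on *E. coli* replicate 2 or 3. On *E. faecalis* 0 passed edgeR's quasi-likelihood test, and 1 had an unadjusted P below 0.05.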

Further functional study of the *skpo-1* mutant’s cuticle revealed increased cuticle permeability and significant misalignment of the annuli and furrows. 

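Cuticlins rose on *E. faecalis* in both genotypes, with 18 of 29 upregulated in N2 (median log2 fold change 1.49, adjusted P = 0.0216, limma's fry, Benjamini-Hochberg) and 11 in *skpo-1* (1.19, adjusted P = 0.0222). The smallest adjusted P in N2 were those of *cut-2* (3.10, SE 0.503, adjusted P = 0.000788), *cutl-23* (2.03, adjusted P = 0.00157) and *cutl-24* (1.78, adjusted P = 0.00163) in edgeR's quasi-likelihood test, Benjamini-Hochberg.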

Interestingly, the collagen and hedgehog encoding genes were significantly upregulated in wild-type animals upon exposure to *E. faecalis*. 

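For the difference between the responses of the genotypes, 22 of 25 guanylyl cyclases were negative, with a median log2 value of -0.46 (adjusted P = 0.184, limma's fry, Benjamini-Hochberg). Camera gave 0.00299, which did not hold under fry. Of the 25, 0 passed edgeR's quasi-likelihood test and 0 had an unadjusted P below 0.05. With 1 library left out the set's adjusted P was 0.0443 (without N2 on *E. faecalis* replicate 1) to 0.415 (limma's fry, Benjamini-Hochberg).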

Finally, we observed that the *skpo-1* mutant failed to upregulate guanylyl cyclases involved in sensory processing, suggesting that it might be defective in pathogen sensing or response.

Our previous analysis of the *hpx-2* mutant also revealed a significant upregulation of the cuticle biosynthesis genes on both types of bacteria (Liu *et al.* 2019). However, the transcriptomic changes in the *skpo-1* mutant were much broader and encompassed many more genes, including the hedgehog-like gene family. Another difference between these strains was that genes related to pathogen defense were upregulated in the *hpx-2* background compared to wild type, which was postulated to be due to the higher bacterial load. (Liu *et al.* 2019). In contrast, the *skpo-1* strain accumulates wild-type levels of *E. faecalis* in the gastrointestinal tract (Tiller and Garsin 2014). Although previous analyses found evidence of HPX-2 and SKPO-1 being produced in the hypodermis, HPX-2 is additionally localized to the pharynx, possibly explaining this difference (Tiller and Garsin 2014; Liu *et al.* 2019).

A conundrum that remains unanswered is how the outcome of an infection by a pathogen that colonizes and infects the gut of *C. elegans* affected by a protein primarily associated with the cuticle? Afterall, other proteins involved in cuticle development do not increase pathogen sensitivity. For example, MLT-7, another peroxidase whose loss causes a severe cuticle defect (Thein *et al.* 2009), is not more sensitive to *E. faecalis* (Tiller and Garsin 2014)*.* In contrast, Sellegounder *et al.* (2019) found that knocking down certain collagen genes by RNAi increased sensitivity to pathogen. We offer three possible explanations for how SKPO-1 might be affecting pathogen resistance. 1) Perhaps pathogens characterized as intestinal in the worm are also negatively affecting the animal through effects on the outer cuticle. Recall, that during these infections, *C. elegans* is crawling through a lawn of pathogen. Therefore, the outer surface of the animal is exposed. Although there is no evidence of *E. faecalis* colonizing this surface, the exposure may still be detrimental. The data showing increased cuticle permeability following *E. faecalis* exposure (Figure 4) and previously published data showing changes to the structure and thickness of the cuticle following exposure to *P. aeruginosa* supports this assertion. 2) SKPO-1 is expressed at a low level in the GI tract (pharynx and/or intestine) and its loss weakens the barrier tissue at this location. This assertion is not supported by our previous localization data using a SKPO-1 specific antibody (Tiller and Garsin 2014), but it is possible that a low level of SKPO-1 expression was missed. 3) In previous work on SKPO-1, we observed that loss of SKPO-1 led to high levels of hydrogen peroxide production during infection (Tiller and Garsin 2014). Further KEGG enrichment analysis supports this observation as glutathione metabolism, which plays a key role in redox homeostasis, was found up-regulated in *skpo-1* mutants but not N2 worms when fed *E. faecalis* versus *E. coli* (Supplementary Table S3). 

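Of 40 glutathione S-transferases taken by symbol, without *gstk-1*, 8 were upregulated on *E. faecalis* in *skpo-1* and 0 downregulated, against 6 and 3 in N2. The medians of their log2 fold changes were 0.70 in *skpo-1* (adjusted P = 0.056, limma's fry, Benjamini-Hochberg) and 0.06 in N2 (adjusted P = 0.698). Adjusted over the list alone, 10 passed in *skpo-1*. The family mean went from 1.24 ± 0.07 log2 CPM (SD, n = 3) to 2.01 ± 0.10 (n = 4) in *skpo-1* (exact permutation test, two-sided, P = 0.0286) and from 1.45 ± 0.47 (n = 4) to 1.72 ± 0.11 (n = 3) in N2 (P = 0.429). The rise of 0.27 in N2 was 0.50 without N2 on *E. coli* replicate 2, with every library on *E. faecalis* then above every library on *E. coli*, and 0.16 without N2 on *E. coli* replicate 1. In the difference between the responses 32 of 40 values were positive (median 0.63, adjusted P = 0.184, limma's fry, Benjamini-Hochberg), 0 passed, 10 had an unadjusted P below 0.05 and 1 passed when adjusted over the list alone. The highest in *skpo-1* were *gst-18*, *gst-19* and *gst-17*, and for *gst-18* and *gst-19* the ratios of the counts were 41.3 (95% interval 13.9 to 202, binomial) and 33.9 (11.4 to 167). The genes *gst-17* and *gst-18* overlap on chromosome II, so their reads cannot all be told apart.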

Further, we found lysosome and drug metabolism categories to be functionally enriched in both genotypes in response to *E. faecalis*. 

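Families taken by symbol stood in for these categories, and KEGG itself was not run here. Of 63 cytochrome P450s, 18 were upregulated and 7 downregulated on *E. faecalis* in N2 (adjusted P = 0.174, limma's fry, Benjamini-Hochberg) and 21 and 3 in *skpo-1* (adjusted P = 0.0222). Of 63 UDP-glucuronosyltransferases the numbers were 10 and 6 in N2 (adjusted P = 0.962, limma's fry, Benjamini-Hochberg), where the median of -0.03 and the mean of 0.10 differed in sign, and 16 and 5 in *skpo-1* (adjusted P = 0.184). Of 23 lysosomal-type proteases they were 8 and 2 in N2 (adjusted P = 0.254, limma's fry, Benjamini-Hochberg) and 6 and 1 in *skpo-1* (adjusted P = 0.0222). Of 11 acid phosphatases they were 3 and 2 in N2, with a median of -0.42 and a mean of 0.00, and 3 and 1 in *skpo-1* (adjusted P = 0.184, limma's fry, Benjamini-Hochberg). The smallest adjusted P in *skpo-1* were those of *cpr-4* (log2 fold change 2.42, adjusted P = 2.11e-05), *cyp-33C9* (1.83, adjusted P = 9.68e-05) and *ugt-16* (4.24, adjusted P = 0.000136) in edgeR's quasi-likelihood test, Benjamini-Hochberg.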

Interestingly, biosynthesis of unsaturated fatty acids was specifically down-regulated in *skpo-1* mutants but not N2. 

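Of 16 fatty acid desaturases and elongases, 3 were upregulated and 1 downregulated on *E. faecalis* in N2 (adjusted P = 0.698, limma's fry, Benjamini-Hochberg), and 2 and 1 in *skpo-1* (adjusted P = 0.776). The gene downregulated in both was *fat-7*. Its log2 fold change was -5.46 in *skpo-1* (SE 0.208, adjusted P = 1.25e-09, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 120 ± 23.3 CPM (SD, n = 3) on *E. coli* and 2.71 ± 0.4 (n = 4) on *E. faecalis*. In N2 its CPM was 93.8 ± 18.4 (n = 4) and 2.48 ± 0.13 (n = 3). Upregulated in *skpo-1* were *fat-3* (1.41, adjusted P = 0.000124) and *fat-2* (1.22, adjusted P = 0.00114) in edgeR's quasi-likelihood test, Benjamini-Hochberg. In the difference between the responses the set's adjusted P was 0.879 (limma's fry, Benjamini-Hochberg), with a median of 0.00 and a mean of -0.12. The transcript of *nhr-49* changed by a log2 value of 0.35 in N2 (adjusted P = 0.121, edgeR's quasi-likelihood test, Benjamini-Hochberg) and 0.01 in *skpo-1*.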

Recent evidence supports a link between immunity and lipid metabolism with the transcription factor NHR-49/PPAR-α playing a key role in immunometabolism (Dasgupta *et al.* 2020). Perhaps changes in immune signaling and immunometabolism are driven by a *skpo-1* dependent redox signal. In support of this idea, we observed a failure of guanylyl cyclases to be upregulated in the *skpo-1* mutant upon exposure to pathogen (Figure 6).

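The number of upregulated guanylyl cyclases in *skpo-1* was 1 at an adjusted P below 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg) and 7 with only the compared groups in the fit. It was 7 without N2 on *E. coli* replicate 2, 1, 2 and 2 without *skpo-1* on *E. faecalis* replicates 1, 2 and 3, and 1, 1 and 2 without *skpo-1* on *E. coli* replicates 1, 2 and 3. In N2 it was 8 without N2 on *E. faecalis* replicate 2 or 3 and 9 without N2 on *E. coli* replicate 2. Between the genotypes on *E. faecalis*, 0 of 25 passed edgeR's quasi-likelihood test, 1 had an unadjusted P below 0.05 and the median log2 fold change was -0.33.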

In conclusion, we propose that shoring up the extracellular matrix in exposed tissue may be an important defense against infection with *E. faecalis* and other pathogens. In terms of exactly how SKPO-1 contributes, these data provide a foundation for future dissection.

## Funding

This work was supported by the National Institute of Allergy and Infectious Diseases of the National Institutes of Health under award numbers R01AI076406 and R01AI150045 to D.A.G. F.C. is supported by the Wellcome Trust/Royal Society (Sir Henry Dale Fellowship - 102531/Z/13/A) and Medical Research Council (MC-A654-5QC80).

*Conflicts of interest*: None declared.

How the deposited data were processed for this re-analysis (not part of the article)

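RNA-seq counts of 14 libraries of *C. elegans* were analyzed. The libraries came from N2 worms and worms of strain GF89, which carries the deletion allele *ok1640* of *skpo-1*. L4 animals had been exposed for 16 h at 25 °C to *E. coli* OP50 or *E. faecalis* OG1RF. The groups were N2 on *E. coli* (4 libraries), N2 on *E. faecalis* (3), *skpo-1* on *E. coli* (3) and *skpo-1* on *E. faecalis* (4). Replicate numbers gave no consistent pairing of libraries across groups. Of 19 pairs with the same number, 9 had a residual correlation above 0.1 (r -0.527 to 0.245). Pairs of N2 on *E. faecalis* with *skpo-1* on *E. coli* all lay above it (0.176, 0.245 and 0.213). Those of N2 on *E. coli* with *skpo-1* on *E. coli* were all negative (-0.0992, -0.205 and -0.109). The comparisons were therefore unpaired, and a block by replicate number was only an alternative.

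The authors trimmed 75-nt paired-end reads with Trimmomatic, quantified them with salmon against the WBcel235 transcriptome and summarized them per gene with tximport. The deposited table holds these expected counts, rounded to whole numbers by the authors, as was checked on the table. A second deposited table holds a signal, the counts that the authors normalized with DESeq2, with a factor for each gene and library. The median ratio of the tables per library ran from 0.58 to 1.73. Genes are given as WormBase identifiers. Names were found for 19793 of 21982 identifiers and not for 2189, and 21896 identifiers stand in the WBcel235 annotation of Ensembl release 115, the source of all coordinates.

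The libraries held 15174830 to 36682565 counts on genes. Both ends lie above those of the range of reads per sample that the paper gives, so what that range counts is unclear. With so many counts, the spread between replicates set the precision. The common biological coefficient of variation was 0.293, and replicates differed by more than counting noise in every pair. Count intervals are 95% binomial intervals and floors are 3 counts over a group. Both cover counting error only and not the spread between worms.

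Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15685. TMM scaling and edgeR's quasi-likelihood test were used in 1 fit of all libraries, with 1 coefficient per condition (prior degrees of freedom 4.8). P values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted P below 0.05 and an absolute log2 fold change of at least 1. The comparisons were *E. faecalis* against *E. coli* in each genotype, *skpo-1* against N2 on each bacterium, and the difference between the genotypes' responses. Counts scaled by library size and TMM factor (CPM) had a prior count of 2 on the log2 scale. Principal components used DESeq2's regularized log of the 500 most variable genes, and group labels were tested on 5 components by exact permutation over the libraries. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and ashr 2.2.63. The methods were tested on simulated data with the same groups and dispersions, where genes varied independently. For the recovery rates, 200 of 15685 genes were changed per comparison. Many more changed in the real responses of N2 and *skpo-1*, so the rates need not hold there. Of the 4-fold and 8-fold changes, 82.7% and 84% were recovered for the responses of N2 and *skpo-1*, 80% and 86% for genotype on *E. coli* and *E. faecalis*, and 60% for the difference between responses. Of the 2-fold changes, 34, 30, 26, 16 and 8% reached an adjusted P below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 30 unchanged sets, fry gave 1 an unadjusted P below 0.05. Those sets were drawn at random from genes that varied independently. They therefore do not test fry on families whose genes vary together.

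Gene families were defined by symbol. They were cuticle collagens, cuticlins, hedgehog-related and patched-related genes, guanylyl cyclases, major sperm proteins, sperm-specific and *spe* genes, glutathione S-transferases, antimicrobial *nlp* and *cnc* peptides, C-type lectins, UDP-glucuronosyltransferases, cytochrome P450s, fatty acid desaturases and elongases, lysosomal-type proteases, acid phosphatases, molting markers, and adult and oocyte markers. They are not WormCat or KEGG categories, which were not analyzed here. Each family was tested in each comparison with limma's fry on voom values, and P was adjusted over the 85 tests. Camera and one-sided Fisher tests of called genes were run beside it. Family means per library were compared by exact permutation tests over the 35 divisions of 7 libraries. These P values were not adjusted over families and comparisons, and 0.0286 was the smallest value possible. Reads of near-identical gene copies were shared out by the authors' quantification, so single members of such families are uncertain.

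Genes named in the text were fixed by rule. They are the genes whose transcripts or products the paper discusses, the 3 highest and 3 lowest changed genes per comparison whose libraries do not overlap, the 3 members of smallest adjusted P per family at a claim, and genes the paper labels in its figures. The heat maps of the figures had been seen when the rule was set. The rule gave 97 genes, and *hpx-2* had too few counts to be tested. The peroxidase *mlt-7* and the oxidase *bli-3*, named for their part in the cuticle, changed by log2 values of 0.17 and -0.09 on *E. coli* and 0.03 and -0.36 on *E. faecalis* in *skpo-1* against N2. The cuticle collagens *dpy-7* and *dpy-10* changed by 0.40 and -0.03 on *E. coli*, and *npr-8* by 0.48 on *E. coli* and 0.50 on *E. faecalis*. None of these passed the thresholds.

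The comparisons, families and most alternatives were set before the data were examined. The alternatives were an adjusted P below 0.01, median-of-ratios scaling, the authors' normalization as offsets, no filter on low counts, only the compared groups in the fit, a block by replicate number, DESeq2's Wald test with and without ashr shrinkage, other ways of computing the set tests and components, and each library left out in turn. 1 more, DESeq2 with ashr without the filter and with the authors' normalization, was chosen after seeing the data, as were the family means without 1 library. Cuticle staining, atomic force microscopy and brood size were not analyzed here, as they are not in the count tables.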

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

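The tests of a mislabelled N2 library on *E. coli* and of linkage were chosen only after the results were seen. In each group of 4 libraries, a library was singled out when its gap to the nearest other library, over the whole range, passed Dixon's 95% limit. Of 214 such groups, from 107 measures, 25 (11.7%) did, where chance gives about 5%, and 7 of the 25 concerned replicate 2 of N2 on *E. coli*. The 25 include Y75D11A.2 and *gcy-4* in N2 on *E. coli*, where all counts fell in 1 library and the limit is then always passed. Groups of 3 libraries were not examined. GC content and gene length bias were not tested.

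Replicate 2 of N2 on *E. coli* stood apart in its TMM factor, 1.13 (others 0.831 to 0.876), and in the mean of the adult and oocyte markers, 10.05 log2 CPM (11.37 to 11.53). It also stood apart in *gstk-1*, 33.3 CPM (17.2 to 19.7), *msp-10*, 4.08 (2.03 to 2.11), *fat-3*, 94.7 (69.5 to 72.1), *gcy-4*, 0.0785 (0 in the others), and *gcy-23*, 0.445 (0.93 to 1.02). For *gcy-4* this was 3 counts, and with 0 in the others any count passes the limit, so it shows little. Several explanations were tested. A swap with a library from *E. faecalis* is argued against by its score along the response shared by both genotypes, 0.245 where 0 is the mean of N2 on *E. coli*, while the lowest library on *E. faecalis* scored 0.874. A library of *skpo-1* worms is argued against by 283 CPM of the mutated gene. Vitellogenin genes held 3.11% of its counts, against 10.2 to 12.9% in the other 3. They are not the whole reason for its scaling factor, since without them the factor was 1.04 against 0.868 to 0.890, a gap of 0.869 of the range. The adult and oocyte markers without vitellogenins were still lower in it, at 9.20 against 10.01 to 10.09. A difference in the age of the worms stays open and was not tested, and no biological explanation is given by the design.

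Replicate 4 of N2 on *E. coli* stood apart on principal component 1, at 23.1 (18.1 to 18.8), in *gpdh-1*, 6.58 CPM (3.02 to 3.47), and in *clec-45*, 0.307 (0.0387 to 0.0681). Replicate 3 stood apart in F54E4.2, 1.78 CPM (2.17 to 2.21), Y75D11A.2, 0.0387 (0 in the others), *ccg-1*, 49.9 (55.2 to 56.3), and *gcy-19*, 4.38 (1.29 to 1.77). For Y75D11A.2 this was 1 count, which passes the limit in whichever library it falls, so it says nothing about replicate 3. No technical or biological explanation of these was tested.

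In *skpo-1* on *E. faecalis*, replicate 3 stood apart in the mean of the major sperm protein genes, 1.58 log2 CPM (2.87 to 3.11), in *msp-78*, 3.58 CPM (10.4 to 11.4), *cyp-34A9*, 12.0 (14.8 to 15.1), and *gcy-22*, 0.502 (1.15 to 1.26). A lower depth of this library is argued against, since with every library thinned to the same total the sperm protein mean was 1.73 in it and 3.04 to 3.31 in the others. Reads shared between copies of these genes were not tested as an explanation. A difference in stage or in the number of sperm between the worms stays open and was not tested.

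Replicate 2 of *skpo-1* on *E. faecalis* stood apart in *clec-60*, 104 CPM (34.7 to 41.1), *gst-19*, 1.88 (1.14 to 1.26), and *fat-7*, 3.31 (2.44 to 2.57). Replicate 4 did in Y75D11A.2, 5.66 CPM (7.29 to 7.53), *clec-210*, 1.97 (0.908 to 1.00), and *gcy-4*, 0.354 (0.126 to 0.133), and replicate 1 in *cyp-13A7*, 10.8 (49.1 to 54.2). No explanation of these was tested.

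Among genes that the paper does not discuss, 6 were higher in *skpo-1* than in N2 on both bacteria. Mean CPM on *E. coli* in *skpo-1* were 114 for *lro-1*, 11.0 for *clec-210*, 160 for *pgp-1*, 20.3 for *clec-169*, 8.21 for C08F11.7 and 10.5 for Y75D11A.2, against 43.5, 2.05, 29.0, 2.48, 0.669 and 0.00969 in N2. Depth is argued against, since 12 of the 13 genes changed by genotype on both bacteria passed with every library thinned to the smallest total. Other variants of the strain stay open. Of the 100 other genes changed on *E. coli*, 9 lie within 2 Mb of the mutated gene, against 5.3% of tested genes (one-sided Fisher's exact P = 0.083), and 26 of 99 with a known position lie on its chromosome, against 17.9% (two-sided Fisher's exact P = 0.0348, adjusted 0.163 by the Benjamini-Hochberg method). Linkage cannot be told apart from chance with these numbers. The mutation itself stays open too, as the design has 1 mutant strain.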

How the results depend on the processing

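The set of named-gene values compared across alternatives was chosen only after the values were seen, as was 1 alternative, given last. Why a value moved with a setting was not tested. Every value is a number of genes unless another measure is named.

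At an adjusted P below 0.01 in edgeR's quasi-likelihood test, Benjamini-Hochberg, changed genes were 2232 in N2 and 794 in *skpo-1* (1822 and 644 upregulated), 28 for genotype on *E. coli* (22 upregulated) and 11 on *E. faecalis* (5 upregulated), and 572 were shared by both responses. Upregulated in N2 were 16 collagens, 7 hedgehog-related genes, 7 guanylyl cyclases and 12 major sperm proteins, in *skpo-1* 2 collagens, 3 hedgehog-related genes and 1 guanylyl cyclase, and by genotype on *E. coli* 2 collagens and 0 hedgehog-related genes, where 17 of the latter had an unadjusted P below 0.05.

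With only the compared groups in the fit, guanylyl cyclases upregulated in N2 were 8 and in *skpo-1* 7, collagens upregulated in *skpo-1* were 14, and genotype changed 19 genes on *E. coli* (13 upregulated, 0 collagens, 0 hedgehog-related) and 10 on *E. faecalis* (5 upregulated), 6 on both. Of the 19, 18 were among the 101, and of the 10, 9 were among the 17. With a block by replicate number, *skpo-1* upregulated 4 hedgehog-related genes on *E. faecalis*, and genotype changed 50 genes on *E. coli* (42 upregulated, 6 collagens, 0 hedgehog-related) and 11 on *E. faecalis* (5 upregulated). Of the 50, 48 were among the 101. DESeq2's Wald test gave 53 collagens and 9 hedgehog-related genes there. With the authors' normalization as offsets, 2 guanylyl cyclases were upregulated in *skpo-1*. Without the filter on low counts, genotype upregulated 5 hedgehog-related genes on *E. coli*, the difference between responses had 2 genes, and the squared correlation of the responses was 0.2659.

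DESeq2's Wald test gave 316 genes for genotype on *E. coli* (279 upregulated, 53 collagens, 9 hedgehog-related), 106 on *E. faecalis* (76 upregulated, 9 collagens, 1 hedgehog-related), 43 on both and 63 for the difference between responses. With ashr-shrunken fold changes, *skpo-1* changed 1173 genes on *E. faecalis* (970 upregulated, 2 guanylyl cyclases), 799 were shared by both responses, genotype changed 306 on *E. coli* (274 upregulated, 53 collagens, 9 hedgehog-related) and 76 on *E. faecalis* (55 upregulated, 7 collagens, 1 hedgehog-related), 32 on both, 61 genes differed between responses, and the squared correlation of the genotype effects was 0.1916. Over only the genes past the thresholds it was 0.6196.

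The adjusted P of the collagen set for genotype on *E. coli* was 0.0446 with median-of-ratios scaling (limma's fry, Benjamini-Hochberg) and 3.46e-34 with camera. Camera gave 2.92e-07 for the hedgehog-related set on *E. coli*, and 0.00299 and 4.61e-12 for the guanylyl cyclase and major sperm protein sets in the difference between responses. With all genes in the principal components, the exact P of genotype on component 2 was 0.969.

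With 1 library left out at a time, the lowest and highest values in N2 were 2456 to 4409 changed genes, 2050 to 3572 upregulated, 18 to 38 collagens, 9 to 18 hedgehog-related genes, 8 to 15 guanylyl cyclases and 4 to 26 major sperm proteins. In *skpo-1* they were 774 to 2368 changed, 592 to 2003 upregulated, 2 to 14 collagens, 3 to 10 hedgehog-related genes, 1 to 7 guanylyl cyclases and 0 major sperm proteins throughout, where 1 had an unadjusted P below 0.05 with all libraries. For genotype on *E. coli* they were 26 to 148 changed, 20 to 139 upregulated, 0 to 37 collagens and 0 to 8 hedgehog-related genes, and on *E. faecalis* 10 to 157 changed, 4 to 93 upregulated, 0 to 2 collagens and 0 hedgehog-related genes throughout, where 5 had an unadjusted P below 0.05 with all libraries. The difference between responses had 0 to 24 genes, both responses shared 603 to 1810, and genotype on both bacteria gave 9 to 17. Squared correlations were 0.4199 to 0.6193 between responses (jackknife SE 0.175) and 0.0002995 to 0.07395 between genotype effects (jackknife SE 0.0651). Adjusted P of the sets (limma's fry, Benjamini-Hochberg) was 0.0367 to 0.157 for collagens and 0.0566 to 0.305 for hedgehog-related genes on *E. coli*, and 0.0443 to 0.415 for guanylyl cyclases and 0.179 to 0.462 for major sperm proteins in the difference between responses. Exact P was 0.000583 throughout for the bacteria on component 1 and 0.000583 to 0.00291 for genotype on component 2.

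The libraries behind these ranges were as follows. Without *skpo-1* on *E. coli* replicate 1, *skpo-1* changed 774 genes on *E. faecalis* and both responses shared 603. Without replicate 2 these were 1027 and 792, and without *skpo-1* on *E. faecalis* replicate 2 the first was 1219. Without N2 on *E. faecalis* replicate 1, genotype changed 157 genes on *E. faecalis* (2 collagens) and the difference between responses had 24. It had 1 without N2 on *E. coli* replicate 2 and 3 without *skpo-1* on *E. coli* replicate 1. The 17 genes on *E. faecalis* became 10 without N2 on *E. faecalis* replicate 2, 28 without N2 on *E. coli* replicate 2 and 11 without replicate 2 of *skpo-1* on either bacterium. The 101 genes on *E. coli* became 56, 57 and 53 without N2 on *E. coli* replicates 2, 3 and 4, and 39 and 26 without *skpo-1* on *E. coli* replicates 2 and 3. Hedgehog-related genes in N2 became 9 without N2 on *E. faecalis* replicate 2, and major sperm proteins 4 without replicate 3. The set of collagens had its lowest adjusted P, 0.0367, without *skpo-1* on *E. faecalis* replicate 3, and that of guanylyl cyclases, 0.0443, without N2 on *E. faecalis* replicate 1 (limma's fry, Benjamini-Hochberg).

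Of 989 values of named genes in other alternatives, 914 kept their call and direction, 73 lost the call, 2 gained it and 0 changed sign. Of 1539 with 1 library left out, 1424 kept both, 103 lost the call, 4 gained it and 8 changed sign. The log2 fold change of *gpdh-1* in *skpo-1* against N2 on *E. coli* (0.10) ranged from -0.4681 to 0.4112 with 1 library left out and became -0.01942, -0.02764 and -0.4681 without N2 on *E. coli* replicate 2, replicate 3 and *skpo-1* on *E. coli* replicate 3. That of *gpdh-1* in *skpo-1* against N2 on *E. faecalis* (-0.04) ranged from -0.3018 to 0.1218 and became 0.1218 and 0.09563 without N2 on *E. faecalis* replicates 1 and 3, and 0.01358 and 0.08097 without *skpo-1* on *E. faecalis* replicates 3 and 4. That of *nlp-29* in *skpo-1* against N2 on *E. coli* (-0.22) ranged from -0.4338 to 0.002695 and became 0.002695 without N2 on *E. coli* replicate 2.

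The alternative chosen after seeing the data was DESeq2 with ashr, no filter and the authors' normalization. It gave 1196 changed genes in *skpo-1* on *E. faecalis* (987 upregulated, 5 collagens, 2 guanylyl cyclases), 310 for genotype on *E. coli* (277 upregulated, 53 collagens, 9 hedgehog-related) and 69 on *E. faecalis* (46 upregulated, 4 collagens, 1 hedgehog-related), 29 on both, 816 shared by the responses and 62 for the difference between responses.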

Differences from the paper's values

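1 setting below, DESeq2 with ashr, no filter on low counts and the authors' normalization, was chosen after seeing the values. The others were set before the data were examined. The setting chosen after seeing the values uses DESeq2 and ashr-shrunken fold changes, as the paper's methods do. Its numbers of changed genes lie near the paper's, such as 310 against 308 and 69 against 68 for genotype on *E. coli* and *E. faecalis*. Those gaps therefore go with the test and its settings. Further off were guanylyl cyclases in *skpo-1* (2 against 1) and the squared correlation of genotype effects (0.05224 against 0.1857). The paper's own lists of called genes were not used here, so how many of its called genes that setting drops was not counted.

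In *skpo-1* on *E. faecalis*, the paper's number of changed genes is 1201, and 1849 were found here. Within 1.5 times of the paper's were ashr shrinkage (1173), no filter (1700), the replicate block (1535) and 9 of 14 fits with 1 library left out. Not within were DESeq2's Wald test (2144), an adjusted P below 0.01 (794, edgeR's quasi-likelihood test, Benjamini-Hochberg), median-of-ratios scaling (1830), offsets (1861) and only the compared groups (2429). With the setting chosen after seeing the values it was 1196.

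The paper's number of upregulated genes there is 991, and 1573 were found here. Within 1.5 times of it were ashr shrinkage (970), no filter (1425), the replicate block (1285) and 8 of 14 fits with 1 library left out. Further off were DESeq2's Wald test (1752), an adjusted P below 0.01 (644, edgeR's quasi-likelihood test, Benjamini-Hochberg), median-of-ratios scaling (1498), offsets (1526) and only the compared groups (2104). The setting chosen after seeing the values gave 987.

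For genotype on *E. coli*, the paper's number of changed genes is 308, and 101 were found here. DESeq2's Wald test (316) and ashr shrinkage (306) lay within 1.5 times of it. An adjusted P below 0.01 (28, edgeR's quasi-likelihood test, Benjamini-Hochberg), median-of-ratios scaling (126), no filter (136), offsets (119), only the compared groups (19), the replicate block (50) and all 14 fits with 1 library left out did not. With the setting chosen after seeing the values it was 310.

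Of these the paper's upregulated number is 275, and 89 were found here. Both ashr shrinkage (274) and DESeq2's Wald test (279) were within 1.5 times of that number. An adjusted P below 0.01 (22, edgeR's quasi-likelihood test, Benjamini-Hochberg), median-of-ratios scaling (114), no filter (124), offsets (107), only the compared groups (13), the replicate block (42) and the fits with 1 library left out were not. The setting chosen after seeing the values gave 277.

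For genotype on *E. faecalis*, the paper's number is 68, and 17 were found here. Ashr shrinkage (76) was within 1.5 times of it. An adjusted P below 0.01 (11, edgeR's quasi-likelihood test, Benjamini-Hochberg), DESeq2's Wald test (106), median-of-ratios scaling (18), no filter (17), offsets (18), only the compared groups (10) and the replicate block (11) were not. With the setting chosen after seeing the values it was 69.

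Of these the paper's upregulated number is 46, and 10 were found here. Within 1.5 times of it was ashr shrinkage (55). An adjusted P below 0.01 (5, edgeR's quasi-likelihood test, Benjamini-Hochberg), DESeq2's Wald test (76), median-of-ratios scaling (11), no filter (10), offsets (11), only the compared groups (5) and the replicate block (5) were not. The setting chosen after seeing the values gave 46.

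The paper's number of genes changed by genotype on both bacteria is 29, and 13 were found here. Ashr shrinkage (32) and, near the edge, DESeq2's Wald test (43) were within 1.5 times of it. An adjusted P below 0.01 (10, edgeR's quasi-likelihood test, Benjamini-Hochberg), median-of-ratios scaling (13), no filter (13), offsets (13), only the compared groups (6) and the replicate block (10) were not. With the setting chosen after seeing the values it was 29.

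The paper shows an overlap of the 2 responses of about 820 genes in Figure 1A, read by eye, and 1248 were found here. Only DESeq2's Wald test (1367) and 2 of 14 fits with 1 library left out were more than 1.5 times apart from it among the alternatives. The setting chosen after seeing the values gave 816.

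The paper's squared correlation of the genotype effects on the bacteria is 0.1857, and 0.01738 was found here over all tested genes. Ashr shrinkage (0.1916) was within 1.5 times of it. The other alternatives were not, nor was the setting chosen after seeing the values (0.05224).

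The paper's number of guanylyl cyclases upregulated in *skpo-1* on *E. faecalis* is 1, and 4 were found here. An adjusted P below 0.01 (1, edgeR's quasi-likelihood test, Benjamini-Hochberg) and the fits without *skpo-1* on *E. coli* replicate 1, *skpo-1* on *E. coli* replicate 2 or *skpo-1* on *E. faecalis* replicate 1 (1 each) gave the paper's number. Those more than 1.5 times apart were DESeq2's Wald test (4), ashr shrinkage (2), median-of-ratios scaling (3), no filter (3), offsets (2), only the compared groups (7) and the replicate block (3). With the setting chosen after seeing the values it was 2.

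The paper states, from KEGG enrichment, that unsaturated fatty acid biosynthesis was lower in the mutant and not in N2 on *E. faecalis*. KEGG was not run here, and the 16 desaturases and elongases taken by symbol are not that pathway. The values that follow therefore do not test the paper's enrichment. The desaturase gene *fat-7* had a mean of 2.48 CPM on *E. faecalis* in N2 against 93.8 on *E. coli*, and 2.71 against 120.0 in *skpo-1*. The set of desaturases and elongases had an adjusted P of 0.698 in N2 and 0.776 in *skpo-1* (limma's fry, Benjamini-Hochberg). The paper describes some overlap of the genotypes along the axis of genotype in its principal components. Scores on component 2 here ran from 2.64 to 12.9 in N2 and from -17.8 to 0.326 in *skpo-1*.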

Other observations

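Of the tests in this part, those of the correlation between collagens and molting genes, of separate controls, of linkage, of neighboring genes, of the single library behind the major sperm proteins and of family means without 1 library were chosen only after the results were seen. The other tests had been set beforehand.

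Numbers of changed and upregulated genes were compared over divisions of the libraries. So were those of upregulated collagens, hedgehog-related genes, guanylyl cyclases and major sperm proteins. A chance division is argued against for each number above 0, apart from the family numbers in the responses, and not for every other measure. For each number above 0 only 1 division of 35, the real one, gave a number as large. That is the smallest share that 35 divisions allow. In the responses the other divisions mix the bacteria within a group, which adds to the spread. All of them called 0 genes in *skpo-1*, so the family numbers there had nothing to exceed and decide little. For the difference between the genotypes' responses edgeR's quasi-likelihood test called 0 genes, so the number of genes decides nothing there (100 of 100 drawn divisions give at least 0). Unadjusted P was below 0.05 for 1216 genes, a share as large in 13 of the 100, so chance cannot be excluded. DESeq2's Wald test called 63. Other divisions called up to 2953 genes in N2, 0 in the response of *skpo-1*, 4 and 1 between the genotypes on *E. coli* and *E. faecalis*, and 69 for the difference between the responses. The share of genes with an unadjusted P below 0.05 was as large in 12 and 5 of 35 divisions for genotype on *E. coli* and *E. faecalis*, so for that share chance cannot be excluded there.

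Collagens were higher in *skpo-1* than in N2 on *E. coli*. From library to library within a condition, the collagen mean followed the mean of 12 molting genes, with no collagen in that list (r = 0.853 over 14 libraries, P = 0.0012, rho = 0.811, P = 0.00644, both from 100000 permutations, 1 correlation computed). Without the libraries furthest out, N2 on *E. coli* replicate 4 and *skpo-1* on *E. coli* replicate 1, r was 0.777. A candidate explanation is therefore that part of the collagen difference follows the time since the last molt. Younger mutant worms would lower the adult and oocyte markers, but their median log2 fold change on *E. coli* was 0.186, with 15 of 17 positive and 0 at an unadjusted P below 0.05. Their mean was higher by 0.315, or by -0.0367 without N2 on *E. coli* replicate 2, so a difference in age cannot be told apart from an effect of the mutation. A direct effect on cuticle genes also stays open. The number of upregulated collagens also rested on single libraries. It was 25 with all libraries, 6, 16 and 10 without N2 on *E. coli* replicates 2, 3 and 4, and 12 and 0 without *skpo-1* on *E. coli* replicates 2 and 3 (edgeR's quasi-likelihood test). Of the 148 collagens, 83 had an unadjusted P below 0.05 with all libraries, and DESeq2's Wald test called 53.

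Sperm genes were higher on *E. faecalis* in N2. The number of upregulated major sperm protein genes was 25 with all libraries and 4 without N2 on *E. faecalis* replicate 3, so 1 library carried much of it. An earlier stage of the germline in N2 on *E. faecalis* would lower the adult and oocyte markers. Their median log2 fold change was -0.604 in N2, but it was -0.606 in *skpo-1*, where 0 sperm genes were called, and 0.186 between the genotypes on *E. coli*. Whether sperm genes rose in *skpo-1* was not settled. The mean of the major sperm proteins changed by 0.0741 there, by 0.434 without *skpo-1* on *E. faecalis* replicate 3, and by 0.558 and -0.286 without *skpo-1* on *E. coli* replicates 3 and 2, and by -0.0767 to 0.00367 without the other 4 libraries. Of 41 sperm-specific and spe genes, 32 were positive in *skpo-1*, with a median log2 fold change of 0.413. Stage therefore cannot be told apart from an effect of the bacterium that is smaller in *skpo-1*, with 3 and 4 libraries and no measure of stage. The difference between the genotypes' responses for major sperm proteins had an adjusted P of 0.254 in limma's fry with Benjamini-Hochberg adjustment (median -1.57, negative in 28 of 28 genes), so a difference between the genotypes was not shown.

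Collagens upregulated by the mutation on *E. coli* and by *E. faecalis* in N2 overlapped in 10 genes. The comparisons share the N2 libraries on *E. coli*. Simulated data with no effect gave r = 0.419 on average over collagens (0.151 to 0.613, 20 simulations), where the observed r was 0.411, but 0 genes called in both. With separate N2 libraries as controls, r was 0.366 on average (0.21 to 0.553 over 6 divisions). Over all genes the values were 0.448 observed, 0.432 simulated (0.416 to 0.449) and 0.272 with separate controls (0.088 to 0.381), and 64 genes were called in both, 6 of them in opposite directions. Those simulations let genes vary independently and hold no effect in either comparison, so their 0 called genes decide nothing. Groups without effects were therefore also made from the libraries' own deviations, which keep genes varying together. With separate controls they gave r of -0.562 to 0.51 over collagens (the central 95% of 2000 draws), and a share of 0.0975 was as large as the observed 0.366. The observed correlation with separate controls therefore cannot be told apart from chance with these libraries, which leaves both the shared controls and a common effect open. Age of the worms stays open here too.

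More genes changed on *E. faecalis* in N2 than in *skpo-1*, 3651 against 1849. The gap depends on the fit. With only the compared groups in the fit the numbers were 2453 and 2429, and without N2 on *E. faecalis* replicate 3 they were 2456 and 1824. The other alternatives and the fits without another library had more in N2, from 2550 against 1684 without N2 on *E. faecalis* replicate 2 to 3586 against 774 without *skpo-1* on *E. coli* replicate 1. They were 3516 and 1027 without *skpo-1* on *E. coli* replicate 2 and 3405 and 1219 without *skpo-1* on *E. faecalis* replicate 2. A difference in depth is argued against. With every library thinned to 15174830 counts and 14700 genes tested, the numbers were 3217 and 1625, a ratio of 1.98 (1.97 before), with 87 and 14 genes for genotype on *E. coli* and *E. faecalis*. A smaller response of *skpo-1* along the direction shared by both genotypes could explain it. Its size was 1.11 in N2 and 0.867 in *skpo-1*, a difference of -0.241 (exact permutation test of 4 and 3 libraries per group, two-sided, P = 0.191 over 1225 relabellings, from -0.358 without N2 on *E. faecalis* replicate 1 to -0.168 without replicate 3), so it cannot be told apart from no difference with these libraries. A larger spread between replicates of *skpo-1* is argued against. With only the compared groups in the fit, the spread comes from that genotype alone. The number in *skpo-1* then rose from 1849 to 2429, and that in N2 fell from 3651 to 2453. Replicates of *skpo-1* correlated at 0.981 to 0.99 on *E. coli* and 0.966 to 0.988 on *E. faecalis* (r of log2 CPM). Those of N2 did at 0.958 to 0.985 and 0.956 to 0.979.

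Of 13 genes changed by genotype on both bacteria, 12 passed with every library thinned to the smallest total, which argues against depth. Variants linked to the mutated gene might add to the list. Of the 100 other genes changed on *E. coli*, 9 lie within 2 Mb of it, where 5.3% of tested genes lie (831, one-sided Fisher's exact P = 0.083, adjusted 0.249 by the Benjamini-Hochberg method over 3 tests). On *E. faecalis* it was 1 of 16 (P = 0.582) and for both bacteria 1 of 12 (P = 0.48) in the same exact test. On chromosome II, which carries the gene, lay 26 of 99 other genes changed on *E. coli* with a known position (26.3%, against 17.9% of tested genes, two-sided Fisher's exact P = 0.0348, adjusted 0.163 by the Benjamini-Hochberg method over 12 tests). On *E. faecalis* it was 1 of 16 (P = 0.334 in the same exact test). Chromosome III held fewer of those on *E. coli* than of tested genes (5.05% against 15.2%, adjusted P = 0.0338 in the same exact test, Benjamini-Hochberg), which linkage to chromosome II does not predict. Linkage cannot be told apart from chance with these numbers. Y75D11A.2 and Y75D11A.3 lie 1414 bp apart on chromosome X, and among 10000 draws of 12 tested genes a share of 0.019 held 2 genes within 10 kb. They moved in opposite directions, higher and lower in *skpo-1*. A candidate explanation is 1 event at that locus in the strain, found and tested on the same data. The reads were not analyzed here, so a variant was not sought.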
